# PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac^4^C Formation in Mammalian Cells

**DOI:** 10.1002/advs.202400133

**Published:** 2024-11-18

**Authors:** Zhi‐Yan Jiang, Yu‐Ke Wu, Zuo‐Qi Deng, Lu Chen, Yi‐Min Zhu, Yuan‐Song Yu, Hong‐Bo Wu, Heng‐Yu Fan

**Keywords:** mRNA modification, N‐4‐acetylcytidine, posttranscriptional regulation, RNA binding protein, testis, transcriptome

## Abstract

Massive numbers of modified bases in mRNAs sculpt the epitranscriptome and play vital roles in RNA metabolism. The only known acetylated RNA modification, N‐4‐acetylcytidine (ac^4^C), is highly conserved across cell types and among species. Although the GCN5‐related acetyltransferase 10 (NAT10) functions as an ac^4^C writer, the mechanism underlying the acetylation process is largely unknown. In this study, the NAT10/PCBP/TDP43 complex mediated mRNA ac^4^C formation in mammalian cells is identified. RNA‐binding proteins (RBPs) are identified, affiliated with two different families, poly(rC)‐binding protein 1/2 (PCBP1/2) and TAR DNA binding protein 43 (TDP43), as NAT10 adaptors for mRNA tethering and substrate selection. Knockdown of the adaptors resulted in decreased mRNA acetylation abundance in HEK293T cells and ablated cytidine‐rich ac^4^C motifs. The adaptors also affect the ac^4^C sites by recruiting NAT10 to their binding sequences. The presence of the NAT10/PCBP/TDP43 complex in mouse testes highlights its potential physiological functions in vivo. These findings reveal the composition of the mRNA ac^4^C writer complex in mammalian cells and expand the knowledge of mRNA acetylation and ac^4^C site preferences.

## 1 Introduction

Various RNA modifications sculpt the epitranscriptome and regulate multiple post‐transcriptional metabolic processes, including splicing,^[^ ^1^ ^]^ translocation,^[^ ^2^ ^]^ translation,^[^ ^3^ ^]^ and degradation.^[^ ^4^ ^]^ To date, more than 170 types of modifications have been identified in eukaryotic mRNAs.^[^ ^5^ ^]^ Among these, N‐4‐acetylcytidine (ac^4^C) is the only identified acetylated modification. ac^4^C exists in three categories of RNAs, including transfer RNA (tRNA), ribosomal RNA (rRNA), and mRNA, and is abundant across species.^[^ ^6^ ^]^ Transcriptome‐wide ac^4^C mapping of mammalian mRNAs has revealed that the modification distributes along the whole transcript with high enrichment in the 5′‐untranslated region (5′‐UTR) and in the vicinity of the transcription start site (TSS).^[^ ^6c^ ^]^ The ac^4^C residues within the coding sequence (CDS) of a transcript have a wobble site preference in codons, which further promotes codon decoding and enhances the stability of the host mRNA. The ac^4^C residues within the 5′‐UTR bivalently affect translation initiation in a position‐dependent manner, as those residing in the Kozak sequence around the annotated translation initiation site (TIS) hamper translation initiation, whereas those located downstream of the non‐annotated TIS promote non‐canonical translation initiation.^[^ ^7^ ^]^ Recently, it has emerged that ac^4^C might be a diagnostic indicator, as increased ac^4^C abundance has been detected in tumors and in patients suffering from various diseases, including gastric cancer and systemic lupus erythematosus.^[^ ^8^ ^]^ Although the underlying mechanism remains elusive, acetylation of specific mRNAs can promote cell proliferation, tumorigenesis, and cancer metastasis, and influence cell metabolism. This strong relationship between mRNA acetylation and diseases has driven research into the potential pathogenic role of mRNA ac^4^C and its physiological function.

To date, GCN5‐related N‐acetyltransferase 10 (NAT10) is the only known ac^4^C‐catalyzing enzyme.^[^ ^6a–c^ ^]^ Studies have found that various mRNAs are acetylated by NAT10 in diverse cell types and across species, which further upregulates their protein levels, including *COL5A1* in gastric cancer cell metastasis^[^ ^8a^ ^]^ and *AHNAK* in DNA damage repair response against chemotherapy in bladder cancer.^[^ ^9^ ^]^ The lack of *NAT10* hinders cell proliferation and migration but does not affect cell viability.^[^ ^6^, ^10^ ^]^ Germ cell‐specific knockout of *Nat10* mouse resulted in sterility in both genders. *Nat10* ablation in spermatocytes causes failure of meiotic entry, abnormal chromosomal behavior, DNA damage repair defects, and a pachytene stage arrest.^[^ ^11^ ^]^ Similarly, oocytes from *Nat10^fl/fl^;Stra8‐*Cre mice were arrested at the pachytene‐like stage. NAT10 guards the CCR4‐NOT complex‐driven maternal mRNA removal, further promoting meiotic maturation and early embryogenesis.^[^ ^12^ ^]^

However, the mechanisms underlying mRNA acetylation remain unclear. Multiple domains have been found within the NAT10 protein, including a DUF1726 domain, two tandem domains that function as an ATPase and a helicase, an N‐acetyltransferase domain, and a predicted tRNA‐binding domain from the N‐terminus to the C‐terminus.^[^ ^9^, ^13^ ^]^ Despite the presence of a tRNA‐binding domain, NAT10 requires THUMP domain‐containing 1 (THUMPD1) for tRNA acetylation.^[^ ^6b^ ^]^ Similarly, its homolog, Kre33 in yeast, requires Tan1, the THUMPD1 homolog in yeast. In 18S rRNA acetylation, a vertebrate‐specific box C/D snoRNA, U13, is responsible for bridging NAT10 with the substrate RNA. However, the construction mechanism of the mRNA N‐acetyltransferase complex and potential adaptors that facilitate NAT10‐mRNA targeting remain elusive. Whether such adaptors affect substrate selection and ac^4^C site specificity, and whether the potential complex is conserved among cell types and across species remain to be determined.

In this study, we identified three mRNA‐binding proteins, PCBP1/2 and TDP43 (encoded by *TARDBP* gene), as NAT10 adaptors for mRNA acetylation in mammalian cells. The PCBP/TDP43/NAT10 complex specifically mediates mRNA ac^4^C formation and does not influence ac^4^C abundance in non‐poly(A) RNA, total RNA, or other mRNA modifications. A lack of *PCBP1/2* or *TDP43* results in a decrease or loss of acetylation of mRNAs. These proteins may partially account for mRNA substrate selection. Furthermore, we demonstrated that the conjugation of PCBP/TDP43/NAT10 is conserved across cell types and among species. These results reveal the molecular mechanism of mRNA ac^4^C formation in mammalian cells and clarify the functions of PCBP1/2 and TDP43 as mRNA adaptors in mRNA acetylation.

## 2 Results

### 2.1 Identification of PCBP1, PCBP2, and TDP43 as NAT10‐Associated Proteins

Formation of ac^4^C in tRNA and 18S rRNA by NAT10 requires THUMPD1 and U13 box C/D snoRNA, respectively (**Figure** **1**A).^[^ ^6b^ ^]^ However, little is known about the co‐factors involved in mRNA ac^4^C production. To identify candidates that serve as mRNA adaptors in the ac^4^C acetylase complex in mammalian cells, we used affinity purification to pull down FLAG‐tagged NAT10, the known ac^4^C writer from HEK293T cells (Figure S1A, Supporting Information). 293T transfected with the empty vector carrying FLAG was applied as a negative control. Subsequent mass spectrometry analysis showed a high correlation within groups, identifying 535 proteins in the FLAG‐NAT10 interactome (Figure S1B,C, Supporting Information). To clarify whether a similar group of proteins exist in mRNA acetylation, the affinity purification assay was also performed to pull down endogenous NAT10 from wild‐type (WT) mouse testis, with IgG serving as the negative control (Figure S1D, Supporting Information). Within the interactome, 43 and 11 RNA binding proteins (RBPs) were identified in 293T cells and mouse testis, and 3 proteins including TDP43 (TAR DNA binding protein 43, encoded by *TARDBP* gene, labeled as *TDP43* as follows), HnRNP M (heterogeneous ribonuclear protein M) and RPS3 (ribosomal protein S3) were detected as common targets (Figure 1B). Meanwhile, PCBP1 (Poly (rC)‐binding protein 1, also termed HNRNPE1) and its homolog, PCBP2 (also termed *HNRNPE2*), were defined as NAT10 interactors in 293T cells and mouse testis, respectively. PCBP2 is highly conserved in peptide sequence and protein structure compared to PCBP1, which is previously reported to spontaneously form dimers with PCBP1, and was also subjected to analysis (Figure S1E, Supporting Information).^[^ ^14^ ^]^ In addition to its primary localization in nucleolus, NAT10 also expressed in the nucleoplasm in 293T cells, where TDP43 and PCBP1 mainly dispersed and form foci (Figure S2A, Supporting Information). In mouse testis, immunofluorescence (IF) analyses indicated that PCBP1/2 and TDP43 were expressed in spermatocytes in meiotic prophase I, whereas in pachytene‐stage spermatocytes, PCBP1 and TDP43 formed plaque‐like signals similar to NAT10 (Figure S2B, Supporting Information). IF results also presented the co‐existence of PCBP1/2, TDP43, and NAT10 in mouse nucleus, with a preferred localization of NAT10 around the nucleolus in mouse oocytes (Figure S2C, Supporting Information). The interactions between TDP43, PCBP1, PCBP2, and NAT10 were validated by co‐immunoprecipitation (co‐IP; Figure 1C). Furthermore, the co‐IP results accompanied by RNase A treatment indicated that the interaction affinity with NAT10 was independent of the RNAs. Endogenous immunoprecipitation (endo IP) using a TDP43 antibody further confirmed TDP43 interaction with NAT10, which also bound to PCBP1 and PCBP2 in 293T cells (Figure 1D).

**Figure 1:**
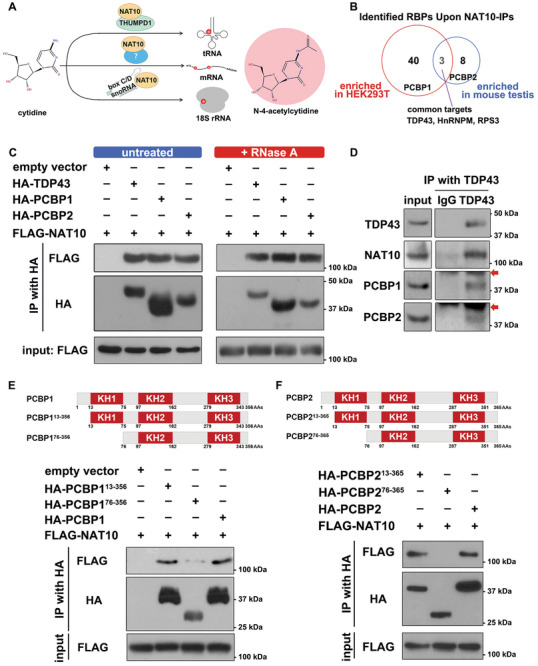
Identification and confirmation of TDP43 and PCBP1/2 as NAT10 adaptors. A) Scheme of N‐4‐acetylcytidine formation in mammalian RNAs. THUMPD1 and box C/D snoRNAs facilitate NAT10 in tRNA and 18S rRNA ac^4^C production, respectively. In mRNA ac^4^C formation, the presumed adaptor remains unknown. B) Comparison of NAT10 interactomes in HEK293T cells and mouse testis. HEK293T cells expressing N‐terminus FLAG‐tagged NAT10 and wild‐type (WT) mouse testis were subjected to affinity purification with anti‐FLAG and anti‐NAT10 antibody, respectively, and mass spectrometry analysis. RNA‐binding proteins (RBPs) including PCBP1, PCBP2, and TDP43 presented affinity toward NAT10.^[^ ^15^ ^]^ C) Co‐immunoprecipitation (co‐IP) results showing the interactions between FLAG‐tagged NAT10 and HA‐tagged TDP43, PCBP1, and PCBP2, which were resistant to RNase A digestion. D) Endogenous immunoprecipitation (endo‐IP) results showing spontaneous coordination of TDP43, NAT10, and PCBP1/2 in 293T cells. Anti‐TDP43 antibody was applied in endo‐IP. Arrows indicated the beads band. E‐F) Diagram of N‐terminal truncated PCBP1/2 constructs and validation of the interaction between NAT10 and WT or mutant PCBPs. Co‐IP results indicated that the hnRNP K homology (KH) 1 domain in PCBP1/2 was responsible for their conjugation with NAT10.

Using PCBP1 constructs carrying three tandem separated sections of full‐length PCBP1, PCBP1^1–96^ (96 amino acid residues, 96 AAs), PCBP1^97–278^ (182 AAs), and PCBP1^279–356^ (78 AAs), we found that the interaction between PCBP1 and NAT10 depended on the 96 amino acids at the N‐terminus of PCBP1 (Figure S2D, Supporting Information). Moreover, PCBP1 contains three hnRNP K homology domains (KH domains, KH1‐3, respectively), while its KH1 domain resides from threonine 13 (T13) to isoleucine 75 (I75).^[^ ^14a^ ^]^ We further applied PCBP1 constructs with N‐terminal truncation (PCBP1^13–356^, truncated ahead of the KH1 domain and PCBP1^76–356^, with the KH1 domain deleted) and found that the interaction between PCBP1 and NAT10 relies on the KH1 domain in PCBP1 (Figure 1E). Based on the similarity between the PCBP1/2 proteins, these homologs shared 87.2% consensus positions and 81.1% identity positions, with 95.2% identity positions in their KH1 domains (Figure S1E, Supporting Information). Hence, we applied PCBP2 constructs with N‐terminal truncation (PCBP2^13–365^, truncated ahead of the KH1 domain and PCBP2^76–365^, with the KH1 domain deleted) and found that the KH1 domain in PCBP2 determined the interaction between PCBP2 and NAT10 (Figure 1F). Similarly, we verified whether the interaction between TDP43 and PCBP1 required the same region of interaction between NAT10 and PCBP1. Both N‐terminus‐truncated PCBP1 constructs could bind to TDP43, indicating that the binding affinity of PCBP1 to TDP43 relied on the C‐terminal region within PCBP1 (Figure S2E, Supporting Information). These results indicate that the KH1 domains of PCBP1 and PCBP2 are responsible for their interaction with NAT10, whereas the interaction between PCBP1 and TDP43, called the C‐terminus of PCBP1, and NAT10/PCBP/TDP43 conjugated together in vivo.

### 2.2 PCBP1/2 and TDP43 are Required for N‐4‐Acetylation on Cytidines In Vivo

Considering the stability of the NAT10/PCBP/TDP43 complex, we first examined the expression level of each subunit upon *PCBP1/2* and *TDP43* depletion by siRNAs. Owing to sequence similarity and siRNA non‐specificity, *PCBP1/2* was depleted together (Figure S3A–C, Supporting Information). Negative control siRNA (*siNC*) was also applied. Reverse transcription followed by quantitative PCR (RT‐qPCR) and western blotting showed that the RNA and protein levels of PCBP1/2 were dramatically reduced, whereas the expression levels of TDP43 and NAT10 were slightly altered (**Figure** **2**A,B). Vice versa.

**Figure 2:**
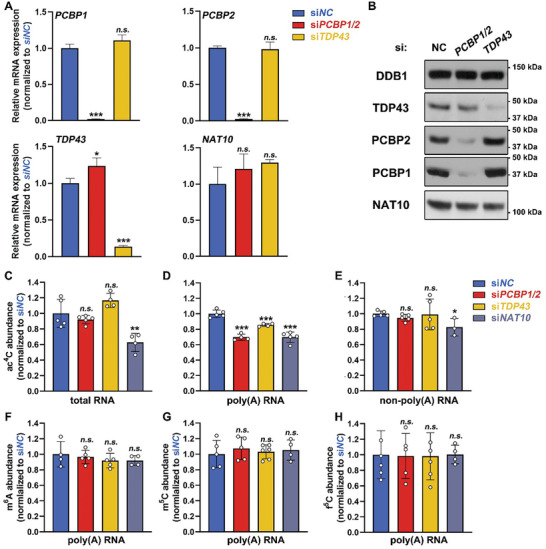
Depletion of PCBP1/2 and TDP43 resulted in decreased mRNA ac^4^C abundance in HEK293T cells. A) Comparison of the mRNA expression levels of *PCBP1/2, TDP43*, and *NAT10* between the control group (si*NC*) and upon *PCBP1/2* or *TDP43* knockdown (*siPCBP1/2* and *siTDP43*, respectively) by RT‐qPCR. Gene expression levels were normalized to *GAPDH*. Mean ± SEM, n = 3. *P*‐values were calculated using the two‐tailed Student's *t*‐test between the knockdown groups and si*NC* group. ***P < 0.001. *n.s*., not significant. B) Comparison of the protein expression levels of PCBP1/2, TDP43, and NAT10 between the control group (si*NC*) and *PCBP1/2* or *TDP43* knockdown groups. DDB1 was blotted as a loading control. C‐E) LC‐MS/MS detection of ac^4^C abundance (ac^4^C/C) in total RNA, poly(A) RNA, and non‐poly(A) RNA in the control group and in *PCBP1/2*, *TDP43*, or *NAT10* knockdown groups. The ac^4^C abundance was normalized to the si*NC* group in each RNA type. Mean ± SEM. *P < 0.05, **P < 0.01. F‐H) LC‐MS/MS detection of m^6^A, m^5^C, and f^5^C abundance (m^6^A/A, m^5^C/C, and f^5^C/C, respectively) in poly(A) RNA in the control group and upon *PCBP1/2*, *TDP43*, or *NAT10* knockdown. The indicated modification abundance was normalized to the control group. Mean ± SEM.

NAT10 has previously been reported to harbor an N‐4‐acetyltransferase and to serve as an acetylase in ac^4^C formation in mRNAs in multiple cell types.^[^ ^6^, ^8^, ^11^, ^16^ ^]^ However, PCBP1/2 and TDP43 do not contain any catalytic domains, and we speculated that they serve as NAT10 adaptors in mRNA acetylation. To confirm whether these potential NAT10 adaptors affect mRNA ac^4^C abundance, RNAs extracted from *siNC*, *siPCBP1/2*, and *siTDP43* 293T cells were subjected to HPLC‐MS/MS analysis. 293T cells with *NAT10* knockdown were served as a positive control, with its depletion efficiency validated (Figure S4L–M, Supporting Information). Poly(A) RNAs were isolated from the indicated groups using oligo(dT)‐conjugated beads. Flowthroughs were collected, purified, and designated as non‐poly(A) RNAs. Poly(A) RNA enrichment was validated by detecting non‐poly(A) RNA (represented by 18S rRNA) to mRNA (represented by *GAPDH*) ratio using RT‐qPCR (Figure S4A, Supporting Information). Despite maintaining ac^4^C levels in total RNA and non‐poly(A) RNA (92.03% and 94.69% in *siPCBP1/2* and 116.58% and 99.04% in *siTDP43* compared to the si*NC* group, respectively), ac^4^C abundance was reduced to 69.54% and 85.45% of its level in the control group, respectively, in poly(A) RNA upon *PCBP1/2* and *TDP43* depletion (Figure 2C–E). However, *NAT10* knockdown resulted in decreased ac^4^C abundance in all categories of RNA: approximately 62.66% in total RNA, 69.67% in poly(A) RNA, and 82.57% in non‐poly(A) RNA of the ones in the si*NC* group. Meanwhile, the depletion of *PCBP1/2*, *TDP43*, and *NAT10* did not alter the abundance of other modifications in poly(A) RNAs, including N‐6‐methyladenosine (m^6^A), 5‐methylcytosine (m^5^C), and 5‐formylcytosine (f^5^C) (Figure 2F–H, respectively). These results indicate that PCBP1/2 and TDP43 specifically mediate poly(A) RNA ac^4^C formation in HEK293T cells.

### 2.3 Characterization of mRNA Acetylome in HEK293T Cells

To confirm the occurrence of ac^4^C within mRNAs and the presumed function of the NAT10/PCBP/TDP43 complex, RNA‐immunoprecipitation upon ac^4^C followed by sequencing (acRIP‐seq) was applied to map transcriptome‐wide ac^4^Cs in 293T poly(A) RNAs (**Figure** **3**A). Poly (A) RNAs isolated from the WT and *siTDP43* 293T cells were incubated with protein A beads conjugated to the anti‐ac^4^C antibody. The pulled‐down ac^4^C‐containing poly(A) RNA was subjected to cDNA library construction and SMART‐seq2 analysis. AcRIP‐seq reads were mapped to a reference human genome (hg19), and the peaks were identified upon enrichment relative to the input and immunoglobulin G (IgG) control groups (fold change > 2, *P* < 0.05, Figure 3B,C). Gene expression levels were assessed as fragments per kilobase of transcripts per million mapped reads (FPKM). Immunoprecipitation analysis was performed in duplicates or triplicates for the indicated groups (Figure S5A, Supporting Information). After filtration, 1315 genes were annotated as ac^4^C targets in WT 293T cells (referred as ac^4^C(+) as following). Based on the enrichment between the acRIP group and its corresponding IgG group, 343 genes were defined as highly acetylated genes (fold change (FPKM_ac4C_ + 1) / (FPKM_IgG_ + 1) > 5), 972 genes were annotated as moderately acetylated genes (fold change (FPKM_ac4C_ + 1) / (FPKM_IgG_ + 1) > 2 and meanwhile fold change (FPKM_ac4C_ + 1) / (FPKM_input_ + 1) > 2), while the rest were named not‐acetylated ones in the WT group (referred as ac^4^C(–), Figure 3D and Table S1, Supporting Information). Only 528 genes were designated ac^4^C(+) ones in the *siTDP43* group (Figure 3C and Table S2, Supporting Information). Representative IGV (Integrative Genomics Viewer) browser shots depicting genome and transcriptome alignments of the defined high and moderate ac^4^C(+) targets, as well as ac^4^C(–) genes (*RRBP1*, *ZFP36L2*, and *EEF1A1*, respectively), showed discrete peaks in ac^4^C(+) mRNAs that were ablated or attenuated by peak height in the IgG and/or input group (Figure 3E). Gene Ontology (GO) analyses revealed that ac^4^C(+) mRNAs functioned in various pathways, including RNA metabolism, chromatin remodeling, and signaling (Figure S5B, Supporting Information). Previous research identified cytidines at the wobble site of codons as ac^4^C‐preferred loci.^[^ ^6c^ ^]^ To investigate potential ac^4^C‐preferred sequences, the ac^4^C‐enriched peak data were subjected to MEME analysis,^[^ ^17^ ^]^ and a UCCCAGCU motif (*P* = 1.5E‐70) was found to be the most potent ac^4^C harboring sequences (Figure 3F). *TDP43* knockdown led to an altered motif named UAGCYRGG (Y = C/U, R = A/G, *P* = 3.1E‐35), indicating that mRNA acetylation was disrupted when TDP43 was absent. When integrating acRIP‐seq data with previously reported TDP43 and PCBP1 crosslinking and immunoprecipitation sequencing (CLIP‐seq) data, ≈30% of the putative ac^4^C‐harbored gene transcripts overlapped with the TDP43 and PCBP1 targets in 293T cells^[^ ^18^ ^]^ (Figure 3G; Figure S5C, Supporting Information). Intriguingly, the second enriched TDP43‐bound motif, UCYYRSCU (S = G/C, *P* = 1.6E‐106) presented high analogy to the ac^4^C harboring sequences (Figure 3H). Also, a group of ac^4^C(+) mRNAs harbored a TDP43‐preferred UG‐rich motif, UGUGCG (Figure S5D, Supporting Information). 282 of them were designated as high fidelity TDP43 ac^4^C targets, since they were reported as TDP43‐interacting transcripts, harboring UGUGCG motif, and presented decreased acetylation upon *TDP43* depletion (Figure S5E,F, Supporting Information). Among the high fidelity targets, 29.43% (83/282) localized in the ac^4^C(+) mRNAs containing the predicted UCCCAGCU motif (Figure S5G, Supporting Information). Collectively, these results demonstrate that TDP43 involves in ac^4^C production and the RNA binding capacity of PCBPs and TDP43 might account for their roles in mRNA acetylation.

**Figure 3:**
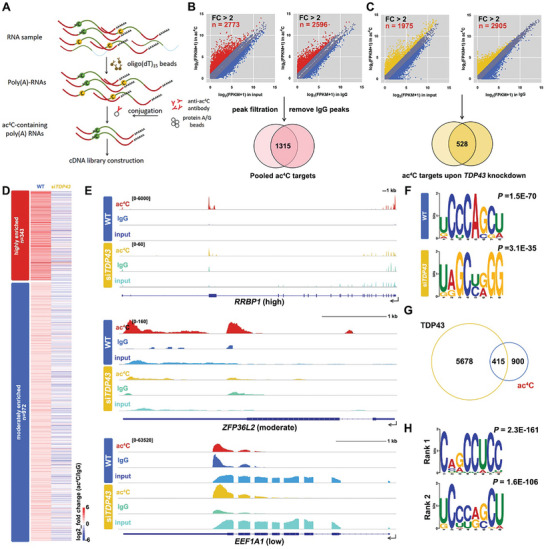
Transcriptome‐wide mapping of ac^4^C in HEK293T mRNAs. A) Schematic illustration of ac^4^C RNA‐immunoprecipitation tandem sequencing analysis (acRIP‐seq). Using oligo (dT)_15_ beads, poly(A) RNAs were enriched from total RNA extracted from HEK293T cells and subjected to affinity purification with anti‐ac^4^C antibody, cDNA pool construction, and further sequencing analysis. B‐C) ac^4^C(+) poly(A) RNAs were defined based on transcript enrichment levels in the ac^4^C‐enriched groups relative to the inputs and the IgG‐enriched groups in the WT (B) and the *siTDP43* (C) groups. Only transcripts that passed two‐tailed Student's *t*‐tests both in comparison to the inputs and the IgG groups were selected as pooled ac^4^C targets (*P <* 0.05). FC, fold change. D) Heatmap indicating enrichment levels of WT ac^4^C targets in WT and *siTDP43* mRNAs. The color key from red to blue indicated relative enrichment extents from high to low. E) IGV browser views of transcript reads in *RRBP1* (highly acetylated), *ZFP36L2* (moderately acetylated), and *EEF1A1* (not‐acetylated) transcripts mapped to the human reference genome (hg19). Reads in the acRIP, IgG‐enriched, and input groups are presented. The intron/exon (line/box) genomic structure is shown in dark blue. F) Enriched sequence motif analysis of ac^4^C peak clusters identified by acRIP‐seq. Up, ac^4^C motif in WT 293T mRNAs (*P* = 1.5E‐70). Down, ac^4^C motif in *siTDP43* mRNAs (*P* = 3.1E‐35). Binding motifs were analyzed by the MEME motif. G) Overlap between ac^4^C‐modified transcripts and TDP43‐bound mRNAs in 293T cells.^[^ ^18a^ ^]^ H) Enriched sequence motif of ac^4^C transcripts bound by TDP43. The top 2 sequences were presented.

### 2.4 Validation of the ac^4^C Abundance Variation upon *PCBP1/2* and *TDP43* Depletion

ac^4^C abundance of selected targets, including transcripts with high, moderate, and low acetylation levels, was validated by RT‐qPCR. In general, in vitro transcribed and polyadenylated ac^4^C‐containing mouse β‐globin RNA and ac^4^C‐null *Egfp* mRNAs were incorporated into total RNA extracted from the control group and the indicated knockdown group. The mixture was further subjected to acRIP, and the enriched transcripts were reverse transcribed using oligo(dT) primers (**Figure** **4**A). RT‐qPCR results showed successful recovery of mouse β‐globin in all groups and failure in *Egfp* recovery (Figure S5H–I, Supporting Information). As an internal positive control, 18S rRNA harbored ac^4^C at two discrete sites in helices 34 and 45.^[^ ^6b^ ^]^ RT‐qPCR results showed that 18S rRNA was enriched in the control group while ac^4^C(–) 5S rRNA could not be enriched (Figure 4B,C). Although *PCBP1/2* knockdown led to a slight decrease and *TDP43* knockdown resulted in elevated 18S rRNA acetylation levels, the ac^4^C level of 18S rRNA sharply decreased upon *NAT10* depletion. While ac^4^C(–) transcripts (*GAPDH* and *EEF1A1*) were not enriched in the acRIP group in the control and *siPCBP1/2* groups, depletion of *TDP43* induced ac^4^C accumulation in these RNAs (Figure 4D). In contrast, transcripts with high and moderate ac^4^C(+) (*RRBP1*, *RBBP6*, and *UPF3B* as highly acetylated, *FUS*, *ZFP36L2*, and *LAMP1* as moderately acetylated) displayed ac^4^C level reduction upon deletion of both *PCBP1/2* and *TDP43*, either maintaining a lower ac^4^C level or loss of modification (Figure 4E,F). Meanwhile, the lack of *NAT10* decreased ac^4^C levels in all the above‐mentioned ac^4^C(+) transcripts.

**Figure 4:**
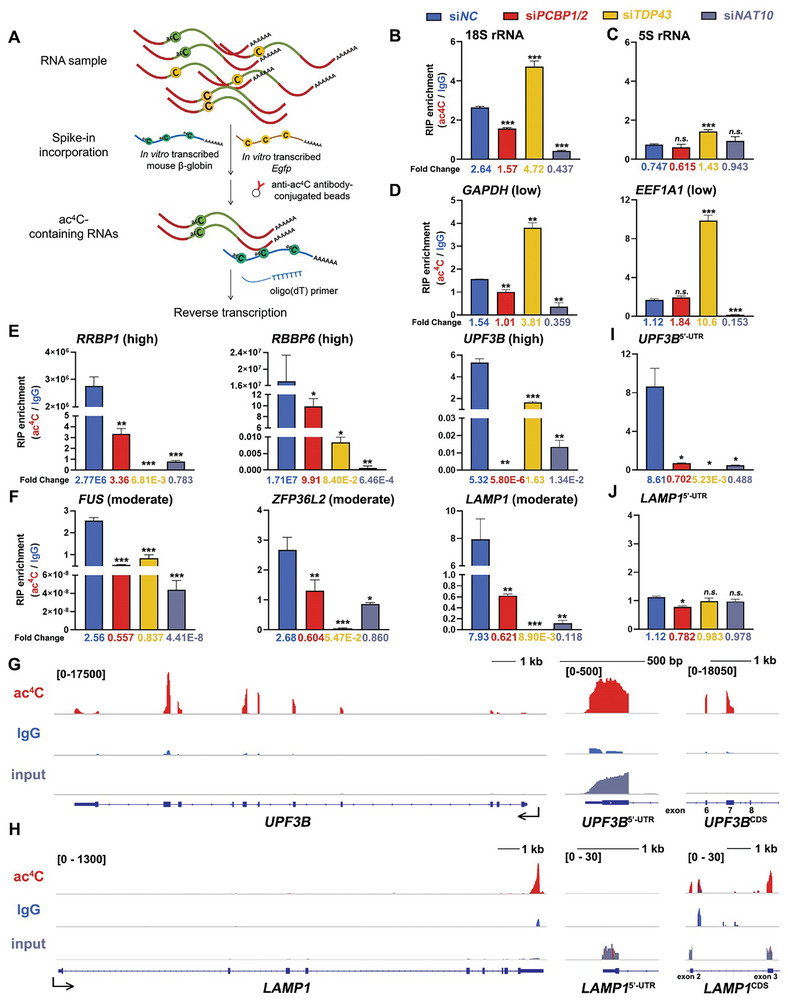
Depletion of PCBP1/2 and TDP43 resulted in decreased ac^4^C abundance or loss of acetylation in WT ac4C mRNAs. A) Schematic of acRIP‐qPCR analysis. RNA samples extracted from the control and *PCBP1/2*, *TDP43*, or *NAT10* knockdown groups were incorporated with the in vitro transcribed ac^4^C‐containing mouse β‐globin probe and ac^4^C‐null *Egfp* probe and enriched by anti‐ac^4^C antibody‐conjugated beads. The enriched RNAs by affinity purification were further reverse transcribed with oligo(dT)_30_ primer. B‐C) Validation of RT‐qPCR results of 18S and 5S rRNA recovered from acRIP. 18S rRNA served as a known ac^4^C target control. Mean ± SEM. ***P < 0.001. *n.s*., not significant. D‐F) RT‐qPCR results showing that low acetylated mRNAs (*GAPDH* and *EEF1A1*), highly acetylated mRNAs (*RRBP1*, *RBBP6*, and *UPF3B*), and moderately acetylated mRNAs (*FUS*, *ZFP36L2*, and *LAMP1*) varied in acRIP enrichment. Mean ± SEM. *P < 0.05. G‐H) IGV browser views of transcript reads of ac^4^C targets that either contained or did not contain 5′‐UTR acetylation peaks (*UPF3B* in G and *LAMP1* in H) in the ac^4^C‐, IgG‐enriched and the input in the control group. Enlarged views of the 5′‐UTR and selected exons within the CDS are presented. UTR, untranslated region. CDS, coding sequence. I‐J) RT‐qPCR results showing diverted enrichment levels of the 5′‐UTR of *UPF3B* (I) and *LAMP1* (J) in the indicated groups. Mean ± SEM.

Other than its distribution throughout the CDS of the gene body, previous research had reported an even stronger occurrence of ac^4^C at the 5′‐end in the proximity of the TSS.^[^ ^6^, ^7^ ^]^ IGV browser shots of the indicated ac^4^C(+) genes defined in the WT groups with either presence or absence of 5′‐UTR ac^4^C peaks (*UPF3B* and *LAMP1*, respectively, Figure 4G,H). RT‐qPCR results showed knockdown of *NAT10*, as well as the predicted adaptors *PCBP1/2* and *TDP43*, would lead to 5′‐UTR ac^4^C abundance reduction of 5′‐UTR ac^4^C(+) transcripts (Figure 4I). For ac^4^C(+) transcripts with no 5′‐UTR ac^4^C enrichment, neither depletion of *NAT10* nor adaptor knockdown altered their 5′‐UTR non‐acetylation states (Figure 4J). These results indicate that the NAT10/PCBP/TDP43 complex is responsible for mRNA acetylation within the 5′‐UTR and CDS, whereas ablation of each subunit leads to attenuation or loss of acetylation in ac^4^C(+) transcripts and aberrant gain of acetylation in ac^4^C(–) transcripts.

### 2.5 PCBP1/2 and TDP43 Facilitate NAT10 to Bind mRNAs

In vitro biochemical and biophysical studies have shown that NAT10 contains an N‐terminal DUF domain, an ATPase‐cognate RNA helicase domain, an N‐acetyltransferase domain, and a C‐terminal tRNA‐binding domain.^[^ ^9^, ^13^ ^]^ Since PCBP1/2 and TDP43 contain diverse RNA‐binding domains (KH domains in PCBPs and RNA‐recognition motifs in TDP43) and a group of shared targets between ac^4^C(+) and PCBP/TDP43‐bound transcripts, we speculated that these subunits bridged NAT10 and potential mRNA substrates. To confirm their binding affinities toward mRNAs, PCBP1‐, PCBP2‐, and TDP43‐binding RNAs in 293T cells were immunoprecipitated using the indicated antibody‐conjugated protein A/G beads. The immunoprecipitation efficiency was validated by western blot analysis (**Figure** **5**A). The preferred ac^4^C substrates, defined as ac^4^C(+) transcripts in acRIP‐seq, were enriched in PCBP1‐, PCBP2‐, and TDP43‐bound groups individually or simultaneously when compared to the IgG group, whereas the affinity between adaptors and ac^4^C(–) transcripts was much lower (Figure 5B–D). Similarly, PCBP1/2 and TDP43 also showed an affinity for the 5′‐UTR ac^4^C(+) regions, whereas only a basal combination was detected in the ac^4^C(–) 5′‐UTRs (Figure 5E,F).

**Figure 5:**
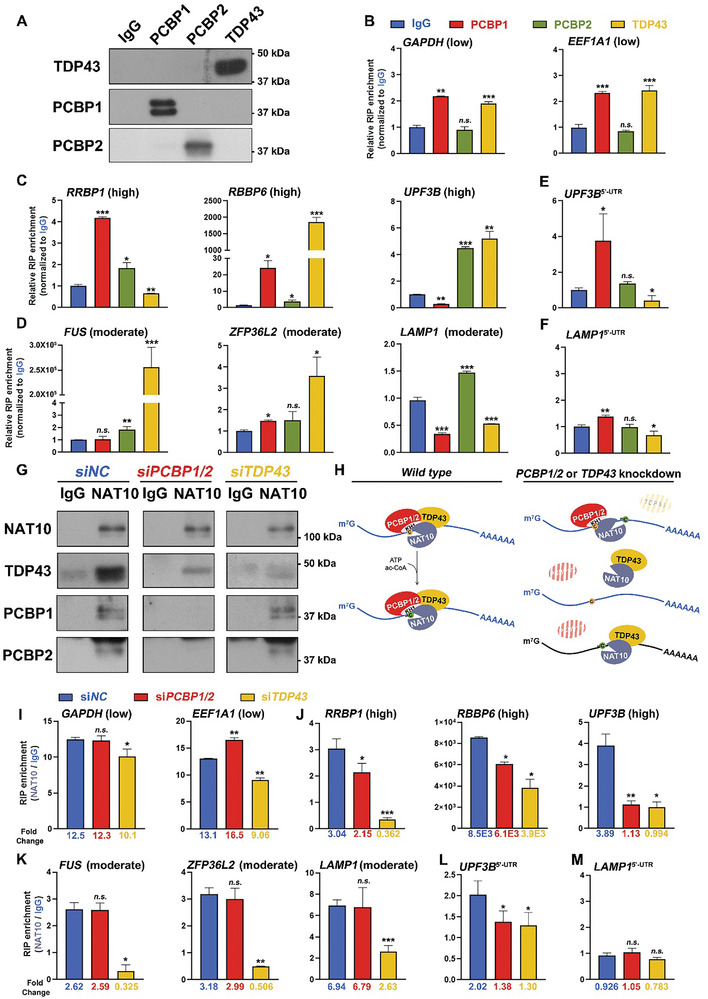
PCBP1/2 and TDP43 facilitated the binding of NAT10 to ac^4^C‐preferred mRNAs. A) Western blots of immunoprecipitated PCBP1, PCBP2, and TDP43 in endogenous RNA‐immunoprecipitation (RIP). Rabbit isotype IgG was applied as the control. B‐D) RT‐qPCR results showing that mRNAs that served as non‐preferred (*GAPDH* and *EEF1A1)*, highly preferred (*RRBP1*, *RBBP6*, and *UPF3B*), and moderately preferred (*FUS*, *ZFP36L2* and *LAMP1*) ac^4^C substrates were tethered by PCBP1/2 and TDP43 in varying degrees. Mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. *n.s*. not significant. E‐F) RT‐qPCR results showing that acetylation‐preferred mRNA 5′‐UTRs were diversely tethered by PCBP1/2 and TDP43. Mean ± SEM. G) Western blots of immunoprecipitated NAT10, TDP43, PCBP1, and PCBP2 in RIP by anti‐NAT10 antibody in the control (*siNC*) and the adaptor‐depleted groups (*siPCBP1/2* and *siTDP43*, respectively). The interaction between TDP43 and NAT10 was maintained when PCBP1/2 was depleted. Vice versa. H) Schematic illustration of NAT10/PCBP/TDP43 complex in mRNA acetylation. Under normal conditions, NAT10/PCBP1/TDP43 formed a stable heterogeneous tetramer, with PCBPs binding to NAT10 through their KH1 domain. By tethering mRNAs, PCBP1/2 and TDP43 recruited NAT10 to preferred mRNAs and NAT10 transferred acetyl groups to cytidines at the indicated sites. Loss of PCBP1/2 or TDP43 incurred instability in the complex, resulting in unspecific binding to non‐acetylation mRNA substrate or even failure in mRNA binding, consequently leading to aberrant ac^4^C formation. I‐K) RT‐qPCR results showing the varied connection between NAT10 and mRNAs of the indicated acetylation‐preferred groups upon *PCBP1/2* and *TDP43* knockdown. Mean ± SEM. L‐M) RT‐qPCR results showing the diverted connection between NAT10 and mRNA 5′‐UTRs of the *UPF3B* (L) and *LAMP1* (M) upon *PCBP1/2* and *TDP43* knockdown. Mean ± SEM.

To further confirm whether these adaptors assist NAT10 in recruiting the preferred ac^4^C baits, endogenous NAT10‐RIP was performed on 293T cells upon *PCBP1/2* and *TDP43* knockdown. Western blot results showed successful enrichment of NAT10 in all groups, with maintained TDP43 co‐capture in the *siPCBP1/2* group and PCBP1/2 co‐capture maintained in the *siTDP43* group (Figure 5G). In WT 293T cells, PCBPs interact with NAT10 through their KH1 domains, and a putative model goes as the adaptor subunits in this complex tether the mRNA substrates, with NAT10 subsequently transferring the acetyl group to the cytidines (Figure 5H). In the absence of PCBP1/2 and TDP43, the acetyltransferase complex may become unstable or non‐specifically bind to mRNAs. Herein, the binding capability of NAT10 toward the ac^4^C(–) transcripts presented slight alterations, while such an interaction with the ac^4^C(+) transcripts was dramatically downregulated upon adaptor depletion individually or simultaneously (*RRBP1*, *RBBP6*, and *UPF3B* in the former group and *FUS*, *ZFP36L2*, and *LAMP1* in the latter group, Figure 5I–K). The 5′‐UTR acetylation showed a similar trend (Figure 5L,M). These results indicate that PCBP1/2 and TDP43, the adaptor subunits, but not the catalytic subunit NAT10, are capable of targeted mRNA binding, thus driving acetylation of the mRNA substrates.

### 2.6 PCBP1 is Responsible for mRNA ac^4^C Site Preference

PCBP1/2 is known to have high affinity and specificity for cytidine‐rich polypyrimidine sequences,^[^ ^19^ ^]^ whereas TDP43 has been reported to bind UG‐rich motifs within long clusters.^[^ ^18^, ^20^ ^]^ To investigate whether PCBP1/2 affected mRNA acetylation site preference, we used PACES, a software for ac^4^C site prediction, to uncover the association between adaptors and ac^4^C(+) transcripts.^[^ ^21^ ^]^ An ac^4^C(+) target of the highly acetylated group, *RRBP1*, was predicted to harbor ac^4^Cs in exon 15 (nucleotide 3299 – 3313, **Figure** **6**A). The RT‐qPCR results revealed *RRBP1* exon 15 harbored ac^4^C in the si*NC* group, whereas its acetylation abundance sharply decreased upon *PCBP1/2* and *TDP43* knockdown (Figure 6B). RIP followed by RT‐qPCR revealed that PCBP1 had a high preference to *RRBP1* exon 15, while the interaction between NAT10 and such RNA sequences was ablated or attenuated upon *PCBP1/2* and *TDP43* depletion, respectively (Figure 6C,D). The predicted ac^4^C harboring sites, together with the upstream and downstream 10 base pairs (referred as *RRBP1* ^site–WT^), were subcloned and subjected to site mutagenesis, in which all cytidines were substituted with other nucleosides (referred as *RRBP1* ^site–mut^) without altering the encoding peptides (Figure 6E). The *RRBP1* ^site–WT^ and *RRBP1* ^site–mut^ were thus in vitro transcribed with biotinylated uridine incorporation. Biotin‐avidin interaction‐based RNA pull‐down assays showed that TDP43 had no preference between these two RNA probes, whereas PCBP1/2 and NAT10 only bound to the WT sequence (Figure 6F). Furthermore, full‐length *RRBP1* exon15 was subcloned, mutated, and transcribed into a cytidine‐reserved form (*RRBP1* ^exon15–WT^) and a site‐specific cytidine mutant (*RRBP1* ^exon15–mut^). Incorporating the probes did not change *RRBP1* expression levels in the inputs (Figure S6A, Supporting Information). The pull‐down efficiency of the referred RNAs was validated using RT‐qPCR (Figure S6B, Supporting Information). While PCBP1/2 and NAT10 interacted only with WT *RRBP1* exon15, TDP43 maintained the interaction with its mutant, although with a slightly decrease in affinity (Figure 6G). Although *TDP43* depletion did not obstacle the NAT10‐PCBP1/2‐*RRBP1* exon 15 interaction, the connection between NAT10 and *RRBP1* exon 15 was abolished upon *PCBP1/2* knockdown. Meanwhile, the preference of TDP43 to WT *RRBP1* exon 15 over its mutant was attenuated. Furthermore, acetylated cytidines were incorporated in WT and mutated *RRBP1* exon15 RNAs and the probes were subjected to RNA pull‐down analysis (Figure 6H). Substitution of cytidines by ac^4^C did not alter the binding affinity between NAT10, TDP43, PCBP1, and WT *RRBP1* ^exon15^, while ectopic ac^4^C incorporation within *RRBP1^exon15^* mutant lost its interaction with PCBP1 (Figure 6I; Figure S6C, Supporting Information). Meanwhile, the ac^4^C‐containing probe lost its interaction with PCBP2. These results indicate that PCBP1/2 and TDP43 function as RNA adaptors, rather than readers, to assist NAT10 in anchoring site‐specific RNA sequences and facilitating cytidine acetylation.

**Figure 6:**
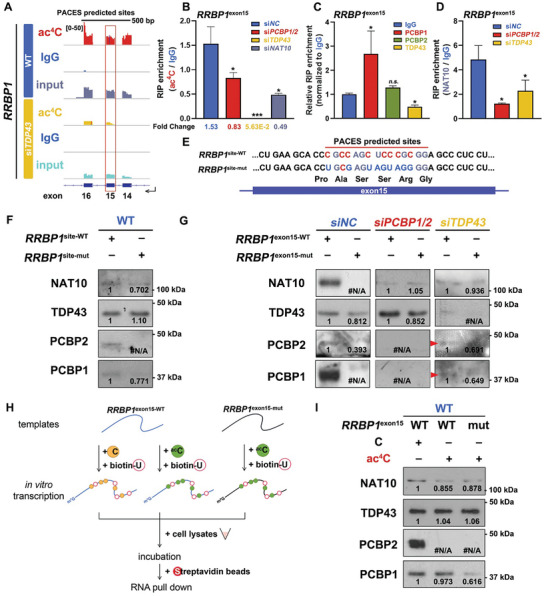
Affinity between PCBP1 and mRNA affected ac^4^C site preference. A) IGV browser shots of transcript reads of *RRBP1* exon 14 – 16 mapping in acRIP‐seq mapping to the human reference genome. Nucleotides 3299–3313 within *RRBP1* ^exon15^ (CGCCAGCUCCCGCGG) were predicted to harbor ac4C according to PACES, further designated as *RRBP1* ^site^. B) RT‐qPCR results confirming *RRBP1* ^exon15^ mRNA acetylation in the control group (*siNC*) but lost upon *PCBP1/2*, *TDP43*, or *NAT10* depletion. Mean ± SEM. *P < 0.05, ***P < 0.001. C) RT‐qPCR results showing PCBP1 affinity in interaction with *RRBP1* ^exon15^ mRNA in endogenous RIP. Mean ± SEM. *n.s*. not significant. D) RT‐qPCR results showing the affinity of NAT10 toward *RRBP1* ^exon15^ mRNA decreased or lost upon *TDP43* and *PCBP1/2* knockdown, respectively. Mean ± SEM. E) Illustration of RNA probe designed for RNA pull‐down. *RRBP1* ^site^ was cloned from HEK293T cDNA and in vitro transcribed with biotinylated‐uridine incorporation directly or after neutral mutation in which most cytidines within *RRBP1* ^site^ were substituted by other nucleosides (C3299U, C3302G, C3305U, C3307G, C3308U, C3309A, and C3311G, indicated as *RRBP1* ^site1–WT^ and *RRBP1* ^site1–mut^, respectively). F) RNA pull‐down results indicated PCBP1/2 presented specific affinity toward WT *RRBP1* ^site^. G) RNA pull‐down results indicated diverted affinity between *RRBP1* ^exon15^ and NAT10/PCBP/TDP43 complex subunits in the control group and upon *PCBP1/2*, *TDP43*, and *NAT10* knockdown. H) Schematic of RNA pull‐down analysis with cytidine and acetylated cytidine incorporated probes. WT and mutated *RRBP1* exon 15 were in vitro transcribed with cytidines and acetylated cytidines as indicated. Biotinylated uridines were also incorporated for further enrichment. The RNA probes were mixed with the indicated cell lysates and subjected to affinity pull‐down. I) RNA pull‐down results showing the affinity between the PCBP/TDP43/NAT10 complex and the indicated RNA probes. PCBP1 specifically interacted with *RRBP1* ^exon15^, discarding the incorporation of ac^4^C, while PCBP2 merely contacted with ac^4^C(–) RNAs. TDP43 presented no difference in binding with ac^4^C‐containing or ac^4^C‐lacking mRNAs. The gray values of the bands were quantified by ImageJ and normalized to the control group pulled down through probes containing WT sequences. #N/A indicated that no band detected.

### 2.7 PCBP1/2‐TDP43/NAT10 Functions as an mRNA Acetyltransferase Complex in Mouse Testes

Previous research has found abundant mRNA ac^4^Cs in male spermatogenesis and germ cell‐specific ablation of *Nat10* result in meiotic entry defects, including aberrant homologous chromosome synapsis, DNA double‐strand break (DSBs) repair failure, and pachytene stage‐arrested spermatocytes in mouse testes.^[^ ^11^ ^]^ Moreover, the loss of TDP43 in male mouse germ cells results in mid‐pachytene‐stage arrested spermatocytes and severe infertility.^[^ ^22^ ^]^ Similarly, mouse embryos loss of maternal NAT10 and TDP43 lacked developmental competence, with most of them arrested at the 2‐cell stage.^[^ ^12^, ^23^ ^]^ The vital role of the NAT10/PCBP/TDP43 complex in ac^4^C modification regulation, as well as its similar function in mouse spermatogenesis and early embryogenesis, prompted us to examine its existence and potential functions across species. Western blot results showed that NAT10 and PCBP1/2 spontaneously interacted with TDP43 in mouse testes by endo‐IP using the anti‐TDP43 antibody (**Figure** **7**A). Western blotting results showed a fairly weak expression of TDP43 in spermatocytes at the leptotene and zygotene stages, but a higher level in pachytene and diplotene stage spermatocytes, where TDP43 and NAT10 might function together in ac^4^C production (Figure 7B). mRNAs extracted and purified from mouse testes were subjected to acRIP‐seq, and ac^4^C(+) transcripts were defined by comparing their enrichment levels between the acRIP group and the IgG‐enriched and input groups (Figure 7C). 

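In acRIP-seq, poly(A) RNA is incubated with beads that carry an antibody against N4-acetylcytidine (ac4C), and the recovered RNA is sequenced. The testis experiment had 3 acRIP libraries, 3 libraries of RNA recovered with a control immunoglobulin (IgG) and 3 libraries of the RNA before precipitation (input), all from wild-type mice. An in vitro transcribed β-globin probe containing ac4C was added to the RNA before precipitation. Libraries were made by the Smart-seq2 method, in which reverse transcription starts from oligo(dT) primers and the cDNA is amplified before tagging. By the paper's methods, input RNA was diluted to a set concentration, while RNA of the IgG and acRIP groups was too scarce to be quantified. The authors trimmed the reads, mapped them to the mouse genome (mm10) with STAR, counted uniquely mapped reads on genes with FeatureCounts and deposited the counts without normalization. The methods name the removal of duplicates only for the peak analysis. Reads counted on genes ranged from 22023925 to 31340090 per input library (median 22192553), from 14647542 to 18786779 per IgG library (median 18595278) and from 16025779 to 18639134 per acRIP library (median 16773843). Between 28552 and 29642 genes had at least 1 count in an input library, between 26204 and 26874 in an IgG library and between 22206 and 22402 in an acRIP library. Among genes with 1 to 20 counts, between 81.9% and 84.3% had an even count, as when both mates of a read pair are counted, so the counting error is larger than the counts alone show. The table lists 55401 genes, of which 19702 had no count in any library. For the comparisons, the 22510 genes that passed edgeR's filter on low counts were tested in one fit of all 9 libraries by the quasi-likelihood test after TMM normalization, with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2 as thresholds. FPKM was computed from the counts, the gene lengths in the deposited table and the total count on genes of each library. The paper's ratios of FPKM + 1 were taken between group means, with limma's unadjusted p under 0.05 on log2(FPKM + 1).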

The analysis was performed in triplicates, and a high correlation was detected within the groups (Figure S7A, Supporting Information). Among these, transcripts from 500 genes were defined as ac^4^C(+) mRNAs, of which 40 were categorized into the high acetylation group and 460 into the moderate acetylation group (Figure 7D; Table S3, Supporting Information). 

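Across the 35699 genes with at least 1 count in any library, the mean Spearman correlation of counts was 0.977 between acRIP libraries (0.976 to 0.978 over the 3 pairs), 0.963 between IgG libraries (0.962 to 0.964) and 0.957 between input libraries (0.955 to 0.959). Between groups it was 0.886 for acRIP and IgG libraries (0.885 to 0.887 over the 9 pairs), 0.878 for acRIP and input libraries (0.877 to 0.881) and 0.920 for IgG and input libraries (0.918 to 0.923). The lowest correlation within a group was therefore above the highest between groups. These correlations are across genes, which are not independent replicates, so no p-value is given. The choice of genes moved the mean between acRIP and IgG libraries most, to 0.931 among genes with at least 10 counts in every library, and the use of FPKM moved the mean between acRIP and input libraries most, to 0.839. The mean chi-square per gene between a pair of libraries of one group lay between 3.85 and 5.84, where reads counted independently give 1. Counting both mates of a pair and amplification raise this value as well, so it does not show whether the libraries came from separate RNA. If they did not, the p-values and errors given here cover scatter between libraries and not between precipitations.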

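By the ratios of FPKM + 1, 707 genes passed 2 against both the IgG-enriched and the input groups, and 71 of them had a ratio to IgG over 5. The paper's reported values are 500 and 40. The pseudocount moved the count of 707 most, since 1832 genes passed with 0.1 in place of 1. The count of 71 rose to 755 with that pseudocount. It moved most, to 821, with DESeq2's fold changes of counts over 5 against IgG and over 2 against input. By edgeR's test of the counts, 1774 of the 22510 tested genes were higher in acRIP than in both other groups and 3829 were lower. With the test made against a fold change of 2 instead of no change, 954 were higher. Table S3 holds 500 genes, of which 497 were matched to the deposited table. Of these, 480 were tested by edgeR and 477 were higher in acRIP than in both groups, an overlap that is not independent evidence because Table S3 was chosen on the same libraries. A further 1297 genes were called by edgeR and are not in Table S3. The 40 highly acetylated genes had a median length of 206 bases of merged exons and a median of 29.2 counts per acRIP library, and 1 of them is annotated as protein coding. The 457 matched moderately acetylated genes had a median length of 1159 bases and a median of 69.3 counts, and 141 of them (30.9%) are protein coding. From the enrichment over both control groups, the paper defines the ac4C(+) mRNAs. For HEK293T cells, a human kidney cell line, it sets the high acetylation group by a ratio to IgG over 5. Its methods, which cover both species, name an adjusted p under 0.05 and fold changes of acRIP/input and acRIP/IgG over 2 and over 5, without saying which limit goes with which ratio. With both ratios over 5, 53 genes were highly acetylated, or 52 with adjusted p-values.

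**Figure D1:**
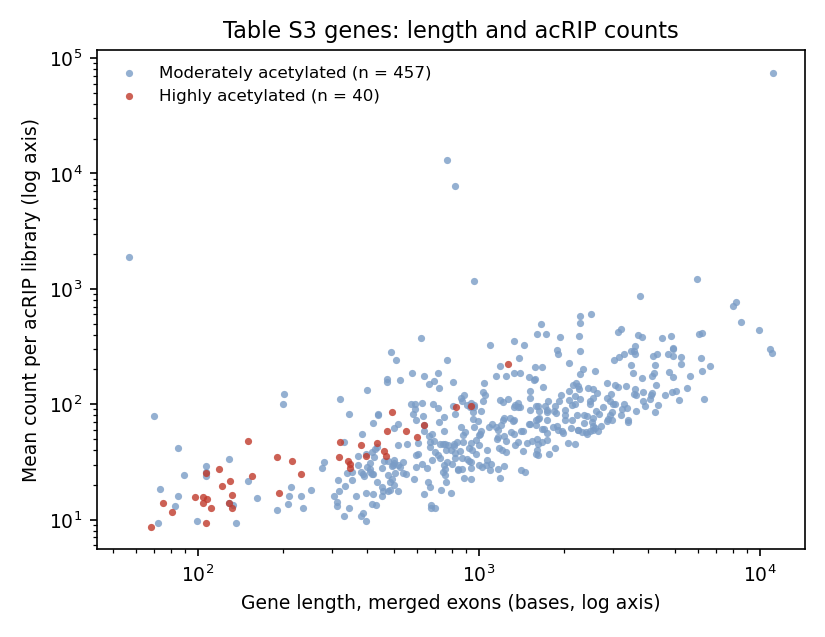
Length of merged exons in bases (horizontal, log axis) and mean count per acRIP library (vertical, log axis) of the 497 matched genes of Table S3, 1 point per gene. The 40 highly acetylated genes (red) have a median length of 206 bases and the 457 moderately acetylated genes (blue) a median of 1159 bases.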

GO analysis showed that the ac^4^C(+) genes in the mouse testes mainly function in developmental processes and transcriptional regulation (Figure S7B, Supporting Information). 

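No GO annotation was used here, so families of gene symbols fixed beforehand were tested in its place with limma's camera, a test of whether a list moves relative to the other genes (preset correlation 0.01, two-sided, Benjamini-Hochberg adjusted over 28 tests). Of 186 genes in families of developmental transcription factors (Hox, Sox, Fox, Pax, Tbx and others), 104 were tested, and 16 of these (15.4%) were higher in acRIP than in both groups, against 7.88% of all tested genes. The number was also 16 when adjusted over the list alone, and the counts of the lists that follow were likewise the same. Their median log2 fold change was 0.54 over input (adjusted p = 0.00932 from camera), with 39 genes higher and 17 lower, and 0.07 over IgG (adjusted p = 0.312), with 25 higher and 23 lower. Fry is limma's rotation test without a preset correlation, and it tests a list against no change, not against the other genes. Under fry the call over input held (adjusted p = 1.29e-06, against at most 0.0143 over the alternatives). Over IgG fry called the list in the opposite direction (adjusted p = 0.000105, against at most 0.482). Fry was run in the reported setting only, and the highest p-values given beside it are those of camera over the other alternatives. The means of these genes were -0.06 over input and -0.49 over IgG, of the other sign than the medians. Among Hox genes, 15 of 39 were tested and 4 (26.7%) were higher in acRIP than in both groups. The median of the Hox genes was 0.89 over IgG (adjusted p = 0.229 from camera) and -0.19 over input (adjusted p = 0.413 from camera). Camera pointed higher in both comparisons, over input against the sign of the median, and neither passed the threshold. With 1 library left out, the median ranged from 0.02 to 1.25 over IgG and from -0.59 to -0.19 over input. Under fry the Hox genes passed as higher over input (adjusted p = 0.00508, against at most 0.673 by camera), with 4 genes called higher and 1 lower and a mean of 0.19, although their median lay below 0. With genes at or under 6 counts in every IgG library (3 read pairs, if both mates were counted) set to their lower bound, the median over IgG was -0.04. It was 0.02 without input replicate 1 or without input replicate 2, as the genes passing the filter changed. Of 333 tested zinc finger genes named Zfp, 20 (6%) were higher in acRIP than in both groups, and their medians were -0.23 over IgG (adjusted p = 0.409) and -0.43 over input (adjusted p = 0.147). Both passed as lower under fry (adjusted p = 8.19e-06, against at most 0.535 by camera, and 2.05e-06, against at most 0.208). Olfactory receptors, a list with no tie to the paper's terms, had 16 of 78 tested genes (20.5%) higher in acRIP than in both groups. Their medians were 0.36 over IgG (adjusted p = 0.147), or 0.03 without acRIP replicate 3, and 0.20 over input (adjusted p = 0.229), or 0.00 without acRIP replicate 3. Under fry the olfactory receptors passed as higher over IgG (adjusted p = 0.000666, against at most 0.565 by camera), where their mean was -0.16, and over input (adjusted p = 6.62e-05, against at most 0.456).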

A similar motif, CHCAGSHC (H = C/U/A, S = C/G, *P* = 1.5E‐7) was designated as the ac^4^C‐preferred sequence (Figure 7E). Representative IGV browser shots displayed ac^4^C(+) targets (3′‐UTR of *Enho* from the high acetylation group and *Hoxd9* from the moderate acetylation group) and ac^4^C(–) transcripts (*Eef1a1*) recovered from acRIP‐seq, presenting genome and transcriptome alignment mapping to the mouse genome (mm10, Figure 7F). acRIP followed by RT‐qPCR results confirmed the diverse acetylation levels of ac^4^C(+) and ac^4^C(–) mRNAs in both the CDS and UTRs (Figure 7G; Figure S7D–F, Supporting Information). 

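The deposited counts are per gene, so they do not separate the 3′-UTR from the rest of a transcript. Enho (ENSMUSG00000028445.7, chromosome 4 of mm10, 41638144 to 41640324, minus strand) had an FPKM of 10.2 ± 0.478 (SD, n = 3) in acRIP, 1.18 ± 0.299 in IgG and 0.220 ± 0.0800 in input. Its counts were 215 to 229 per acRIP library, 22 to 28 per IgG library and 4 to 12 per input library. The log2 fold change of Enho was 3.18 over IgG (standard error 0.26, adjusted p = 7.78e-12 from edgeR's quasi-likelihood test) and 5.54 over input (standard error 0.31, adjusted p = 1.09e-16). Leaving out each library in turn moved the value over IgG most, between 3.03 and 3.37. Hoxd9 (ENSMUSG00000043342.9, chromosome 2, 74697727 to 74700208, plus strand) had an FPKM of 2.68 ± 0.404 (SD, n = 3) in acRIP, 0.701 ± 0.204 in IgG and 0.229 ± 0.0960 in input. Its log2 fold change was 2.00 over IgG (standard error 0.34, adjusted p = 6.89e-06 from edgeR) and 3.63 over input (standard error 0.37, adjusted p = 3.29e-10). Eef1a1 (ENSMUSG00000037742.14, chromosome 9, 78478449 to 78489151, minus strand) had an FPKM of 546 ± 3.59 (SD, n = 3) in acRIP, 484 ± 10.7 in IgG and 540 ± 19.1 in input. The log2 fold change of Eef1a1 was 0.22 over IgG (standard error 0.03, adjusted p = 4.1e-07 from edgeR) and 0.10 over input (standard error 0.03, adjusted p = 0.00694), larger than its error and far below the threshold of 2-fold. Rnf183 had 48 to 90 counts per acRIP library against 0, 10 and 2 in the IgG libraries and 2 to 8 in the input libraries. Its log2 fold change was 4.16 over IgG (standard error 0.61, adjusted p = 7.53e-07 from edgeR). This value rests in part on IgG replicate 2, since the other two IgG libraries were at or under 3 counts. It ranged from 3.66 to 5.98 with 1 library left out, and the highest value, without IgG replicate 2, is a fitted value against libraries at the floor. Hoxb7 had 43 to 52 counts per acRIP library and 0 in every IgG library, which allows up to 3 counts, so it was at least 16-fold higher in acRIP. If both mates of each pair were counted, 3 read pairs make 6 counts and the bound is 8-fold. Such limits cover counting error only, since amplified reads are not independent molecules. Gapdh, which has many near-identical pseudogenes and is therefore uncertain among uniquely mapped reads, had 0, 2 and 0 counts in the acRIP libraries and 14 to 30 in the IgG libraries, and was at least 7.1-fold lower in acRIP than in IgG, or 3.55-fold against 3 read pairs.

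**Figure D2:**
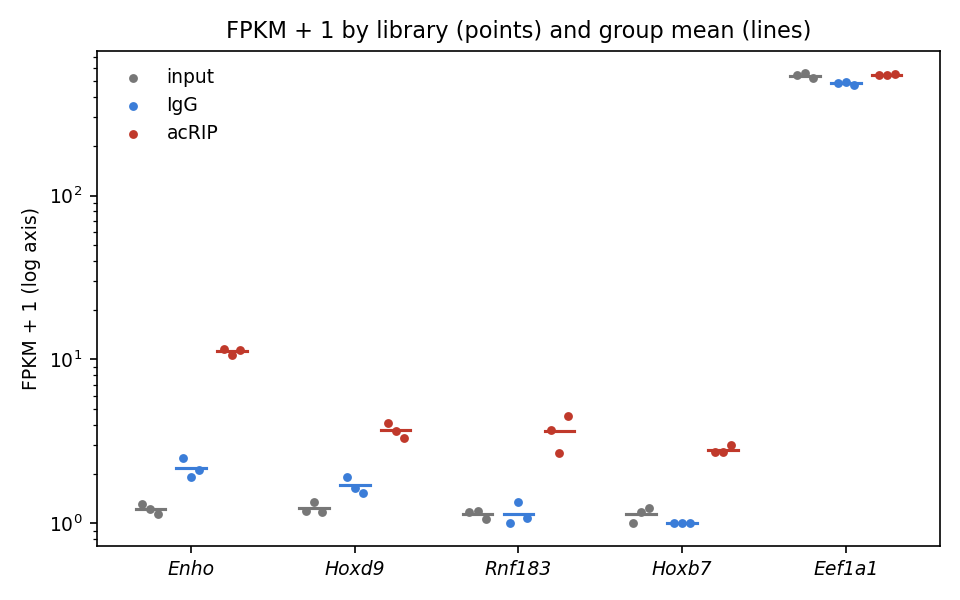
FPKM + 1 (vertical, log axis) of Enho, Hoxd9, Rnf183, Hoxb7 and Eef1a1 in each of the 3 input (gray), 3 IgG (blue) and 3 acRIP (red) libraries. Points are libraries and lines are group means. For the first 4 genes every acRIP library lies above every IgG and input library, and for Eef1a1 the group means lie between 484 and 546 FPKM.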

RIP followed by RT‐qPCR results verified binding affinity between TDP43 and ac4C‐preferred transcripts in mouse testis, with a decreased affinity from highly acetylated ones (*Enho* 3′‐UTR) and moderately acetylated ones (*Hoxd9*, *Rnf183*, and *Hoxb7*) to ac4C(–) mRNAs (*Eef1a1* and *Gapdh*), discarding the location of the peak (Figure 7H; Figure S7H–J, Supporting Information). Acetylation of 18S rRNA and its interaction with adaptors were validated as controls (Figure S7C,G, Supporting Information). These data suggest that the ac^4^C acetyltransferase NAT10/PCBP/TDP43, which exists in multiple cell types and across species, can direct mouse testicular mRNA acetylation and is essential for spermatogenesis.

**Figure 7:**
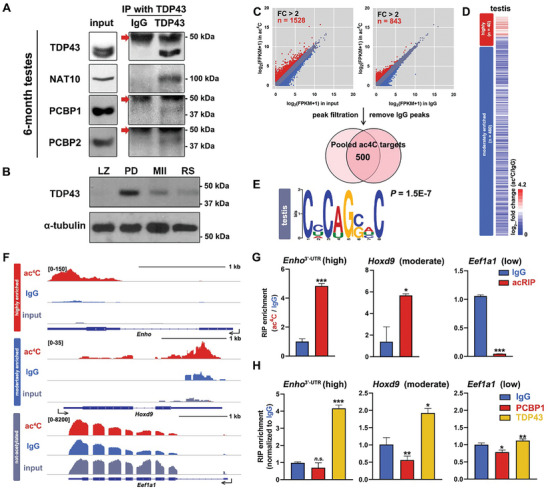
NAT10/PCBP/TDP43 complex functioned in mRNA acetylation in mouse testes. A) Endo‐IP results showing the spontaneous coordination of TDP43, NAT10, and PCBP1/2 in mouse testes. Anti‐TDP43 antibody was applied in endo‐IP. Arrows indicated the beads band. B) Western blot results showing TDP43 expression in spermatocytes isolated from WT mouse testes using flow cytometry sorting (FACS) (LZ, leptotene and zygotene, PD, pachytene and diplotene, MII, metaphase II and RS, round spermatids). α‐tubulin was blotted as a loading control. C) Acetylated mRNAs in mouse testes were defined through enrichment abundance between the acRIP and the inputs and IgG‐enriched groups. FC, fold change. D) Heatmap indicating enrichment levels of WT mouse testes ac^4^C targets. The color key from red to blue indicates relative enrichment extents from high to low. E) Enriched sequence motif analysis of ac4C peak clusters identified by acRIP‐seq in mouse testis. A CCHCAGSHC (H = C/U/A, S = C/G, P = 1.5E‐7) motif was detected by MEME analysis. F) IGV browser views of highly acetylated (*Enho* 3′‐UTR), moderately acetylated (*Hoxd9*), and not‐acetylated (*Eef1a1*) transcripts mapping to the mouse reference genome (mm10). Reads in the acRIP, IgG, and input groups are presented. The intron/exon (line/box) genomic structure is shown in dark blue. G) RT‐qPCR results showing diverted acetylation abundance of highly acetylated (3′‐UTR of *Enho*), moderately acetylated (*Hoxd9*), and low acetylated mRNAs (*Eef1a1*). Mean ± SEM. *P < 0.05, ***P < 0.001. H) RT‐qPCR results showing TDP43 affinity toward preferred ac^4^C‐targeted mRNAs in mouse testes. Mean ± SEM. **P < 0.01.

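Taken one comparison at a time, 1879 genes had a ratio of FPKM + 1 over 2 between acRIP and input and 1049 between acRIP and IgG. On the counts, edgeR called 3984 genes higher and 5145 lower in acRIP than in input, and 2590 higher and 4701 lower in acRIP than in IgG. The IgG-enriched group itself differed from the input, with 3028 genes higher and 1626 lower. Of the genes higher in acRIP than in input, 2210 were not called higher than in IgG. The log2 fold changes of acRIP over IgG and over input had a Pearson correlation of 0.88 across the tested genes. Both share the acRIP libraries, and libraries simulated with no changed gene gave 0.52.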

## 3 Discussion

The discovery of RNA modifications has given rise to emerging studies on the epigenetics – epitranscriptome. These modified bases are responsible for several aspects of RNA metabolism. RNAs in all categories, including rRNAs, tRNAs, mRNAs, long non‐coding RNAs (lncRNAs),^[^ ^24^ ^]^ microRNAs (miRNAs),^[^ ^25^ ^]^ circular RNAs (cirRNAs),^[^ ^26^ ^]^ and retrotransposons^[^ ^27^ ^]^ are chemically modified bases. The functions of various modifications in mRNA metabolism have recently been discussed. One of the most abundant modifications, m^6^A, exists in the CDS and presents a preference for the 3′‐UTR, especially in the vicinity of the stop codon.^[^ ^28^ ^]^ Such modifications earn diverse roles in mRNA metabolism, as YTH‐domain factor 2 (YTHDF2), an m^6^A reader that interacts with the substrate mRNA and recruits it to cytoplasmic P‐bodies for degradation, while other readers,^[^ ^4^, ^29^ ^]^ YTHDF1/3 promotes its translation.^[^ ^3b^ ^]^ The m^5^C modification has a different localization pattern, as a strong preference is presented in regions downstream and close to the TSS.^[^ ^2^, ^30^ ^]^ With the help of the Aly/REF export factor (ALYREF), m^5^C instructs the nuclear/cytosolic translocation of substrate mRNAs. Expression of the modified base‐transferase complex, namely the writers, guards timely and appropriate mRNA modifications. Loss of either methyltransferase‐like 3 (METTL3) or METTL14, the two core subunits of the N‐6‐methyltransferase complex, leads to m6A reduction in poly(A) RNAs.^[^ ^4^, ^28^ ^]^ Similarly, depletion of the m^5^C writer NSUN2 resulted in decreased m^5^C abundance and inhibited mRNA transportation from the nucleus to the cytosol.^[^ ^2^ ^]^ These advances call for in‐depth research on other modifications, including ac^4^C, regarding the constituents and structure of the writer complex, factors affecting sequence selectivity and specificity, and functions of mRNA modifications.

In this study, we clarified the constituents of the writer complex involved in the to‐date only acetylation modification, ac^4^C, in the mammalian mRNAs. In addition to the core catalytic subunit NAT10, three mRNA‐binding proteins, PCBP1/2 and TDP43, were found to serve as adaptors for tethering NAT10 and substrate mRNAs (Figure 1). The NAT10/PCBP/TDP43 complex presented high specificity for acetylation of mRNAs, which did not affect acetylation of non‐poly(A) RNAs or other modifications in mRNAs (Figures 2 and 4). The adaptors were also responsible for substrate selection in acetylation, as 1) the adaptors facilitated the interaction of NAT10 with ac^4^C‐preferred mRNAs and did not affect its affinity to mRNAs with a low acetylation tendency (Figures 3 and 5); 2) the capability of PCBPs to tether cytidine‐rich sequences assisted the complex in anchoring ac^4^C‐preferred motifs since a UCCCAGCU sequence was detected as an ac^4^C(+) motif in HEK293T mRNAs (Figure 3); 3) PCBP1 could direct the binding and further acetylation to some specific sites in mRNAs, including *RRBP1* exon 15 (Figure 6). The interaction of NAT10/PCBP/TDP43 was also conserved among cell types and across species, as the subunits were co‐expressed in oocytes and spermatocytes, and maintained their interactions in the mouse testes (Figure 7; Figure S2, Supporting Information).

Writer complexes toward RNA modification consist of multiple subunits. For instance, eigh subunits are reported to function in the N‐6‐methyltransferase complex, including METTL3 and METTL14 as the core catalytic subunits,^[^ ^28^, ^31^ ^]^ Cbl proto‐oncogene like 1 (CBLL1, also known as HAKAI) to assist in complex conjugation,^[^ ^32^ ^]^ Zinc finger CCCH‐type containing 13 (ZC3H13) as the prerequisite for the writer complex localizing in the nucleus,^[^ ^33^ ^]^ and Vir like m6A methyltransferase associated (VIRMA, also known as KIAA1429), Wilm's tumor 1‐associated protein (WTAP)^[^ ^34^ ^]^ and RNA binding motif protein 15 and 15B (RBM15/15B)^[^ ^24b^ ^]^ as adaptors in RNA linking. When lacking WTAP, reduced RNA‐binding capability of METTL3 and decreased mRNA m^6^A abundance were detected in HeLa cells.^[^ ^34b^ ^]^ Attenuated m^6^A levels have also been detected in *XIST* mRNAs when RBM15/15B were depleted, further impairing *XIST*‐directed gene silencing.^[^ ^24b^ ^]^ Here, we report the NAT10/PCBP/TDP43 complex mediates acetylation in mammalian mRNAs. The complex works with multiple subunits, which is stable in RNA binding for selected substrates, and might also be structured, since subunits in a multiple‐component complex might mutually promote stability.^[^ ^35^ ^]^ Adaptors divert the RNA‐binding protein families in the complex, enhancing the RNA binding efficiency. Moreover, PCBP1/2 homologs have similar functions in mRNA acetylation, in addition to similar structures. It is possible that being an adaptor of NAT10 might be a part of the functions of PCBP1/2 and TDP43. Previous research has found that PCBP1 functions as an 8‐oxo‐7,8‐dihydroguanosine (8‐oxo‐G) reader to induce apoptosis.^[^ ^36^ ^]^ TDP43 binds to UG‐rich mRNAs and regulates their stability and polyadenylation.^[^ ^20^, ^37^ ^]^ In addition, there may be other RBPs working in the N‐4‐acetyltransferase complex, either as adaptors or regulatory subunits, since research on the structures of NAT10 and the entire complex is still limited. Further research on how these proteins assemble and how the multi‐subunit complex functions in integrity is required.

Recently, the physiological roles of NAT10 have been discussed. Depletion or ablation of NAT10 did not affect cell viability but hampered cell proliferation and migration.^[^ ^6^, ^10^ ^]^ Germ cell‐specific knockout of NAT10 resulted in severe sterility in mice of both genders, as *Nat10*‐null oocytes harvested from *Nat10^fl/fl^;Zp3*‐Cre female mice were poor in quality and unable to experience CCR4‐NOT complex‐guarding maternal mRNA clearance during meiotic maturation, whereas *Stra8*‐Cre‐driven NAT10 removal from gametocytes ahead of meiosis resulted in a developmental arrest at the pachytene stage.^[^ ^11^, ^12^ ^]^ Similarly, the spermatocyte‐specific knockout of *Tdp43* led to subfertility and pachytene stage arrest in mice.^[^ ^22^ ^]^ Shared DSB repair defects and non‐homologous chromosome synapses in *Nat10*‐ and *Tdp43*‐null spermatocytes showed that NAT10 and TDP43 could function together in vivo. Further research on whether and how the NAT10/PCBP/TDP43 complex functions together is required.

In summary, we identified that NAT10/PCBP/TDP43 collaborates and mediates mRNA acetylation. While NAT10 serves as the core catalytic subunit, PCBP1/2 and TDP43 assist in selecting substrates, binding to mRNA, and stabilizing the complex. Loss of the constituents of the complex resulted in attenuated or ablated acetylation levels in ac^4^C(+) mRNAs, with missed cytidine‐rich ac^4^C motifs upon *TDP43* knockdown. Although the catalytic preference of NAT10 toward substrates remains unknown, PCBP1 and other potential adaptors could affect the ac^4^C site by recruiting NAT10 to their anchoring sequences.

## 4 Experimental Section

### Cell Culture

Human embryonic kidney 293T (HEK293T) cells were cultured in Dulbecco's Modified Eagle Medium (DMEM, GIBCO) plus 10% fetal bovine serum (FBS, GIBCO) and 1% penicillin‐streptomycin solution (Hyclone) in a humidified incubator, at 37 °C in 5% (v/v) CO_2_ atmosphere.

### Animals

Wild‐type (WT) ICR mice were obtained from the Zhejiang Academy of Medical Science, China. Mice were maintained under specific pathogen‐free (SPF) conditions in a controlled environment at 20–22 °C, within a 12/12 h light/dark cycle, 50–70% humidity, and food and water provided ad libitum. All animal experiments were conducted in accordance with the guidelines and regulations of Zhejiang University. The experimental protocol (ZJU20210252) was approved by the Institutional Animal Care and Research Committee of Zhejiang University.

### Oocyte Collection

The 28‐day‐old female mice were intraperitoneally injected with 5 IU of pregnant mare serum gonadotropin (PMSG, Ningbo Sansheng Pharmaceutical Co., Ltd., P. R. China) and enthanized 48 h later. Oocytes were harvested in M2 medium (M7167, Sigma‐Aldrich).

### Isolation of Spermatocytes

6‐week‐old male mice were applied for collecting spermatogenic cells at different stages. The fluorescence‐activated cell sorting (FACS) was performed following a published protocol.^[^ ^38^ ^]^ The testes were separated from the tunica albuginea and incubated with 5 mL PBS with 120 U mL^−1^ collagenase type I (Thermo Fisher Scientific, 17 100 017) for 10 min at 32 °C with gentle agitation. The dispersed seminiferous tubules were subjected to digestion with a buffer containing 0.25% Trypsin (Gibco, 25 200 072) and 0.1 mg mL^−1^ DNase I (Sigma‐Aldrich, DN25), which was then terminated with the addition of 1/10 volume of FBS. The gathered suspension was filtered through a 70 µm filter and centrifuged to collect cells. The cells were resuspended at a final concentration of 10^6^ cells per mL in Dulbecco's modified Eagle's medium (DMEM, C11995500BT, Gibco) with Hoechst 33 342 (5 µg per 10^6^ cells, Thermo Fisher Scientific) and 5 µL DNase I, gentle rotated for 30 min at 34 °C, and stained with propidium iodide (PI, 1 µg per 10^6^ cells, 25535‐16‐4, Sigma‐Aldrich) at 25 °C. Cell populations were then collected according to their fluorescent label with Hoechst 33 342/PI staining using FACS (BD Bioscience).

### Plasmid Transfection and RNA Interference

Human *NAT10, THUMPD1, PCBP1, PCBP2*, and *TDP43* were amplified by PCR from HEK293T cDNA pools and ligated into pDEST‐based eukaryotic expression vectors. Transient plasmid transfection of HEK293T cells was performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). Transient siRNAs (si*NC*, si*PCBP1*, si*PCBP2*, and si*TDP43*) were transfected into HEK293T cells using Lipofectamine RNAiMAX (Invitrogen). After 48 h of transfection in 24‐well plates or 96 h of transfection twice in 10‐cm dishes, HEK293T cells were collected and lysed for RNA isolation and western blotting analysis. The corresponding siRNA sequences used for gene knockdown are listed in Table S4, (Supporting Information).

### Affinity Purification and Mass Spectrometry Analysis

HEK293T cells were transfected with pDEST‐*Flag* and pDEST‐*Flag*‐*NAT10* for 24 h. Cell lysates were subjected to anti‐FLAG affinity gel (A4596; Sigma‐Aldrich, St. Louis, MI, USA) enrichment. For affinity purification in mouse testis, lysates gathered as described in Immunoprecipitation were incubated and purified by the indicated antibody‐conjugated beads. Bead‐bound proteins were subjected to sodium dodecyl sulfate (SDS)‐polyacrylamide gel electrophoresis (PAGE), Coomassie blue staining, and proteome analysis by mass spectrometry (QR HF‐X; Thermo Fisher Scientific, Waltham, MA, USA). Obitrap mass spectrometry data were processed using Maxquant version 1.6.10.43 (Max Planck Institute for Biochemistry, Martinsried, Germany) for feature detection, database searching, and protein quantification using the Swiss‐Prot human reference proteome. Oxidation and carbamidomethylation were set as the fixed modifications. Protein identification was performed using 10 ppm peptide tolerance.

### Immunoprecipitation

HEK293T cells transfected with the indicated plasmids for 48 h or WT 293T cells were harvested in lysis buffer (50 mM Tris‐HCl [pH 7.5], 150 mM NaCl, 1 mM EDTA, 1% Triton X‐100, and 1 mM PMSF). After centrifugation, lysates were subjected to immunoprecipitation (IP) using anti‐FLAG affinity gels. After incubation for 2 h at 4 °C, beads were gathered and rinsed with lysis buffer. For endogenous immunoprecipitation (endo‐IP) analysis, 293T cells and mouse testes were lysed and homogenized in lysis buffer. The indicated antibodies were mixed and conjugated with Protein A Sepharose 4 Fast Flow beads (GE Healthcare, Chicago, IL, USA) for 1 h at 25 °C. Rabbit (DA1E) mAb IgG XP Isotype (3423; Cell Signaling Technology, Danvers, MA, USA) was used as the control. After centrifugation, the lysates and antibody‐conjugated beads were incubated for 4 h at 4 °C. Bead‐bound proteins were eluted with SDS sample buffer for western blot analysis.

### Western Blot Analysis

Cell lysed with SDS sample buffer or eluted proteins in Ips were heated for 10 min at 95 °C. Lysates were separated through SDS‐PAGE, electrophoretically transferred to PVDF membranes (Millipore Crop., Bedford, MA, USA), and blocked with TBST containing 5% (m/v) non‐fat milk (Sangon Biotech, Shanghai, China) for 30 min at 25 °C. After probing with primary antibodies, the membranes were washed three times with TBST containing 20 mM Tris‐HCl (pH 7.5), 150 mM NaCl, and 0.1% (v/v) Tween‐20, and incubated with the corresponding horseradish peroxidase (HRP)‐linked secondary antibodies for 1 h at RT. After three washes with TBST, the bound antibodies were detected using WESTAR SUPERNOVA (Cyanagen, Bologna, Italy) according to the manufacturer's instructions. The antibodies and their dilutions are listed in Table S7, (Supporting Information).

### Immunofluorescence Analyses

Mounted 293T cells on glass and collected oocytes were fixed in 4% (m/v) paraformaldehyde (PFA) for 30 min at 25 °C. After permeabilization in PBS with 0.5% Triton X‐100 for 25 min at 25 °C, the samples were blocked in PBS with 1% bovin serum albumin (BSA, Sangon Biotech) and incubated with the primary antibodies at the indicated dilution overnight at 4 °C (see in Table S7, Supporting Information). For mouse testes, the testes were fixed in 4% PFA, embedded in paraffin, and sectioned. The slides were deparaffinized, rehydrated, and incubated with 10 mM sodium cirtrate solution (pH 6.0) for 15 min at 95 °C. After cooling down to 25 °C, the sections were washed, blocked with 10% goat serum (ZLI‐9065, ZSGB‐Bio, Beijing, China), and incubated with primary antibodies. The samples were washed and incubated with Alexa Fluor 488‐ or 594‐conjugated secondary antibodies (Jackson Immuno Research Laboratories), and DAPI (Molecular Probes) for 30 min at 25 °C. Mounted 293T cells and oocytes were imaged using a Zeiss LSM710 confocal microscope (Germany). Images of the testis slides were acquired using an epifluorescence microscope (Nikon Eclipse 80i, Japan).

### Isolation of Total, Non‐Poly(A), and Polyadenylated RNAs

Total RNAs were extracted from the indicated samples using the Invitrogen Ambion TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer's instructions. DNA was removed by treatment with Turbo Dnase (Thermo Fisher Scientific). Polyadenylated RNAs (poly(A) RNAs) were enriched using oligo (dT)_25_ Dynabeads (Thermo Fisher Scientific) for HPLC‐MS/MS, dot blot analysis, and acRIP‐seq, according to the manufacturer's instructions. The flowthroughs were collected as non‐poly(A) RNAs, including 18S and 28S rRNAs, and precipitated using isopropanol. Purity was evaluated by RT‐qPCR using primers specific for 18S rRNA and *GAPDH* (see in Table S6, Supporting Information for primer descriptions) as described in the following section (Reverse transcription and quantitative polymerase chain reaction).

### Reverse Transcription and Quantitative Polymerase Chain Reaction

RNAs isolated and purified by oligo(dT) beads, extracted from the indicated RNA interference groups, and mRNAs harvested by acRIP were reverse‐transcribed, and cDNA abundance was evaluated using quantitative polymerase chain reaction (qPCR). For poly(A) RNA enrichment qualification, RNAs were reverse‐transcribed with random primers using PrimeScript II Reverse Transcriptase (Takara Bio, Shiga, Japan) according to the manufacturer's instructions. To evaluate RNA interference efficiency, total RNAs extracted from the indicated groups were reverse transcribed with oligo (dT)_30_ primers (see the corresponding sequences in Table S6, Supporting Information) using M‐MLV Reverse Transcriptase (28 025; Invitrogen) following the manufacturer's instructions. To evaluate mRNA acetylation abundance, immunoprecipitated RNAs were reverse transcribed with oligo (dT)_15_ primers using PrimeScript II Reverse Transcriptase. The cDNAs were subjected to qPCR using Power SYBR Green PCR Master Mix (Applied Biosystems, Life Technologies) and a Bio‐Rad CFX96 Touch Real‐Time PCR system. For each experiment, qPCR was performed in triplicates.

### Ac^4^C Detection and Quantification by HPLC‐MS/MS

HPLC‐MS/MS analysis of ac^4^C was performed as previously described.^[^ ^11^, ^39^ ^]^ In brief, RNAs were digested with Nuclease P1 (Sigma‐Aldrich, N8630) at 1 U/400 ng RNA in reaction buffer (100 mM ammonium acetate, pH 5.5, 2.5 mM NaCl and 250 µM ZnCl_2_) for 2 h at 37 °C. 5′‐ and 3′‐end phosphate groups were removed by Antaretic Phosphatase (NEB, M0289S) at 1 U/100 ng RNA in Antaretic Phosphatase buffer (NEB, B0289S) for 2 h at 37 °C. Samples were further lyophilized, reconstituted in 50 µL 20% (v/v) acetonitrile, and injected into the LC‐MS/MS (SCIEX, QTRAP 6500+ LC‐MS/MS, USA).

### In Vitro Transcription of ac^4^C‐Containing β‐Globin and Designed Biotinylated Oligoribonucleotides

The mouse β‐globin DNA template (corresponding sequences in Table S5, Supporting Information) was in vitro transcribed using a High Yield T7 CAP 1 AG+ac^4^CTP mRNA Synthesis Kit (Jena Bioscience) according to the manufacturer's instructions. In brief, 200 ng DNA templates were subjected to in vitro transcription for 4 h at 37 °C. After treatment with Turbo Dnase, poly(A) tails (for around 200 to 250 base pairs) were added to the β‐globin RNAs using the Poly(A) Tailing Kit (Invitrogen, AM1350). The polyadenylated RNAs were further recovered from the phenol: chloroform = 1:1 (v/v) treatment and isopropanol precipitation and diluted with Rnase‐free H_2_O.

The designed biotinylated oligonucleotides of the indicated mRNAs were cloned by PCR from the 293T cDNA pool and were in vitro transcribed using the mMESSAGE mMACHINE SP6 kit (AM1340; Invitrogen) following a modified protocol according to the manufacturer's instructions. Biotinylated UTP (Bio‐16‐UTP; AM8452; Invitrogen) was simultaneously added to the reaction mixture.

### Acetylated RNA Immunoprecipitation

To map global ac^4^C in poly(A) RNAs and evaluate ac^4^C abundance in individual mRNAs, acetylated RNA immunoprecipitation (acRIP) was performed using the anti‐ac^4^C antibody as previously described with minor modifications.^[^ ^40^ ^]^ Either anti‐ac^4^C antibody (1 µg) or rabbit monoclonal IgG isotype control (1 µg) was conjugated to 300 µg Dynabeads Protein A (ThermoFisher Scientific, 10002D) in DPBS for 1 h at RT. Beads were rinsed twice and resuspended with 100 µL acRIP buffer containing DPBS, 0.05% Triton X‐100, and 0.1% BSA. For acRIP‐seq, poly(A) RNAs enriched from the indicated samples were incorporated into in vitro transcribed β‐globin probes containing ac^4^C (1:1000) and subjected to affinity purification. For acRIP‐seq sample preparation, the RNAs were eluted into 100 µL acRIP buffer containing 80 U Recombinant Ribonuclease Inhibitor (RRI; Takara) and mixed with antibody‐conjugated beads. After incubation for 4 h at 4 °C, beads were rinsed three times with pre‐cold acRIP buffer. The immunoprecipitated RNAs were eluted by Proteinase K (PK, 50 µg, Sigma Aldrich) digestion in 100 µL PK buffer containing 100 mM Tris‐HCl, pH 7.5, 150 mM NaCl, 12.5 mM NaCl, 12.5 mM EDTA, 2% (m/v) SDS and 40 U RRI, for 1 h at 37 °C. The elutions were extracted by Phenol:Chloroform (1:1 v/v) and ethanol precipitation using 0.3 M acetate sodium, pH 5.5, and 2.5 volumes of 100% ethanol overnight at ‐20 °C. The precipitate was resuspended in Rnase‐free H_2_O for further analysis. For acRIP‐qPCR, DNase‐treated total RNAs were mixed with ac^4^C‐containing β‐globin probes (1:1000). ac^4^C‐enriched and IgG‐enriched RNAs in each sample were reverse transcribed with oligo (dT)_30_ primers using PrimeScript II Reverse Transcriptase (2690; Takara) and subjected to qPCR analysis. The efficiency of acRIPs was evaluated by the enrichment of mouse‐globin. The primers used are listed in Table S6, (Supporting Information).

For acRIP‐seq, acetylated mRNAs were subjected to RNA‐seq using the Smart‐seq2 method with minor modifications. In brief, mRNAs from input samples were diluted to 0.2 ng µL^−1^, and 2.5 µL were used for library construction. For IP samples of the IgG and acRIP groups, as the concentration of mRNAs is too low to be quantified, 2.5 µL was used to construct the library. The samples were incubated with oligo(dT) primers and a deoxynucleoside triphosphate mixture for 3 min at 72 °C, and cDNA pools were obtained by Smart‐seq2 reverse transcription reactions. After the first‐strand reaction, the cDNA was pre‐amplified with limited cycles (≈12 cycles). Sequencing libraries were constructed with 0.5 ng cDNA using the TruePrep DNA Library Prep Kit V2 for Illumina (TD503; Vazyme, Nanjing, China), according to the manufacturer's instructions. Barcoded libraries were pooled and sequenced on the Illumina NovaSeq 6000 platform in the 151 bp paired‐end mode.

### acRIP‐Seq Analysis

Raw reads were trimmed to remove low‐quality bases and adaptor sequences using Trim Galore v0.6.7. Reads were further mapped to the human (hg19) and mouse (mm10) genomes using STAR v2.7.10a for HEK293T and mouse testicular mRNAs, respectively.^[^ ^41^ ^]^ Uniquely mapped reads were applied for gene expression quantification using FeatureCounts v2.0.2.^[^ ^42^ ^]^ Acetylated gene expression was further analyzed using the DESeq2 R package. An adjusted P‐value of < 0.05, and fold change (FC) of acRIP/input and acRIP/IgG of > 2 and > 5 were considered statistically significant to identify ac^4^C (+) mRNAs. Fragments per kilobase of transcript per million mapped reads (FPKM) were calculated to validate gene expression and acetylation levels and normalized to gene length and sequencing depth.

To further generate the ac^4^C distribution within the target mRNAs, binned ac4C enrichments over transcripts were transformed into consistent lengths using deepTools. The ac^4^C enrichment levels are displayed as log2 ratios (acRIP/input). To clarify the peak location within the transcripts, Sambamba v0.7.1^[^ ^43^ ^]^ was used to remove duplicate reads, and the relative sizes of UTR and CDS were parsed from the annotation BED files. The ac^4^C peak positions were gathered at the intersections of the parsed MACS2 outputs. The ac^4^C sequence motifs were identified using MEME, a suite of tools for detecting motifs with representative features.^[^ ^17^ ^]^

### Ribonucleoprotein Immunoprecipitation (RIP) Assay

293T cells were harvested in polysome lysis buffer containing 100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES, pH 7.0, 1% NP40, 1 mM DTT, 1X PMSF, 100 U mL^−1^ RRI, and 400 µM VRC. The supernatants were gathered after centrifugation and immunoprecipitated with anti‐FLAG affinity gels for 4 h at 4 °C. Beads were collected and rinsed eight times with NT2 buffer containing 50 mM Tris‐HCl (pH 7.4), 150 mM NaCl, 1 mM MgCl_2_ and 1% NP40. The RNA bound to the beads was extracted using the Rneasy Mini Kit (74 004; QIAGEN, Venlo, Netherlands) according to the manufacturer's instructions and reverse transcribed as described in Reverse transcription and quantitative polymerase chain reaction section. The relative abundance of cDNA was analyzed based on the fold change between the RIP groups and their corresponding input groups.

### Biotinylated RNA Pull‐Down Assay

Proteins interacting with specific RNAs were examined using a biotinylated RNA pull‐down (PD) assay following a previously reported protocol.^[^ ^44^ ^]^ Briefly, 293T cells were harvested in polysome extraction buffer containing 20 mM Tris‐HCl (pH 7.4), 100 mM KCl, 5 mM MgCl_2_, 0.5% NP40, and 1X PMSF. The supernatants were gathered after centrifugation, 1:1 (v/v) mixed with indicated designed biotinylated ribonucleotides diluted to 2 µg mL^−1^ in 2×TENT buffer containing 20 mM Tris‐HCl, pH 8.0, 2 mM EDTA, 500 mM NaCl, 1% Triton X‐100, 200 U mL^−1^ RRI and 400 µM VRC and pre‐incubated for 30 min at RT. The mixtures of cell lysates and RNAs were incubated with Streptavidin Magnetic Beads (88 817; Pierce, Appleton, WI, USA) diluted in 1X TENT buffer for 2 h at 4 °C. Bead‐bound RNAs were extracted using TRIzol reagent, and the bound ribonucleoprotein complexes were eluted with SDS sample buffer and subjected to western blot analysis.

### Statisitical Analysis

Statistical data are presented as Mean ± standard error of the mean (SEM). Most experiments included at least three independent samples and were repeated for at least three times. For RT‐qPCR and LC‐MS/MS results, data of the groups treated with the indicated siRNAs was normalized to the control groups (*siNC*). For acRIP‐qPCR and RIP‐qPCR results, the enrichments were normalized to the IgG groups of the indicated samples. Two‐tailed unpaired Student's *t*‐tests were performed to compare the results of the two indicated experimental groups. Results of which *P <* 0.05, *P <* 0.01, and *P <* 0.001 were considered statistically significant, and were presented by asterisks (*), (**), and (***), respectively. “*n.s*.” indicated not significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z.‐Y.J. and Y.‐K.W. contributed as co‐first authors. H.‐Y.F. and H.‐B.W. conceived the project. H.‐Y.F., Z.‐Y.J. and Y.‐K.W. designed and analyzed the experiments. Z.‐Y.J., Y.‐K.W., Z.‐Q.D., and L.C. performed the experiments. H.‐B.W., S.‐Y.Z., Y.‐M.Z., and Y.‐S.Y. provide funding support and important reagents. H.‐Y.F. and Z.‐Y.J. wrote the paper.

## Supporting information

Supporting Information

Supporting Table

Supporting Table

Supporting Table

Supporting Table

## Data Availability

Raw RNA‐seq data was deposited on the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252077). The GEO accession number GSE252077 were suitable with the password “srenwwmwdpijnup”.

# Supplementary material for: PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac4C Formation in Mammalian Cells
**Source:** Adv Sci (Weinh). 2024 Nov 18;11(47):2400133. doi: 10.1002/advs.202400133
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting figures**

**
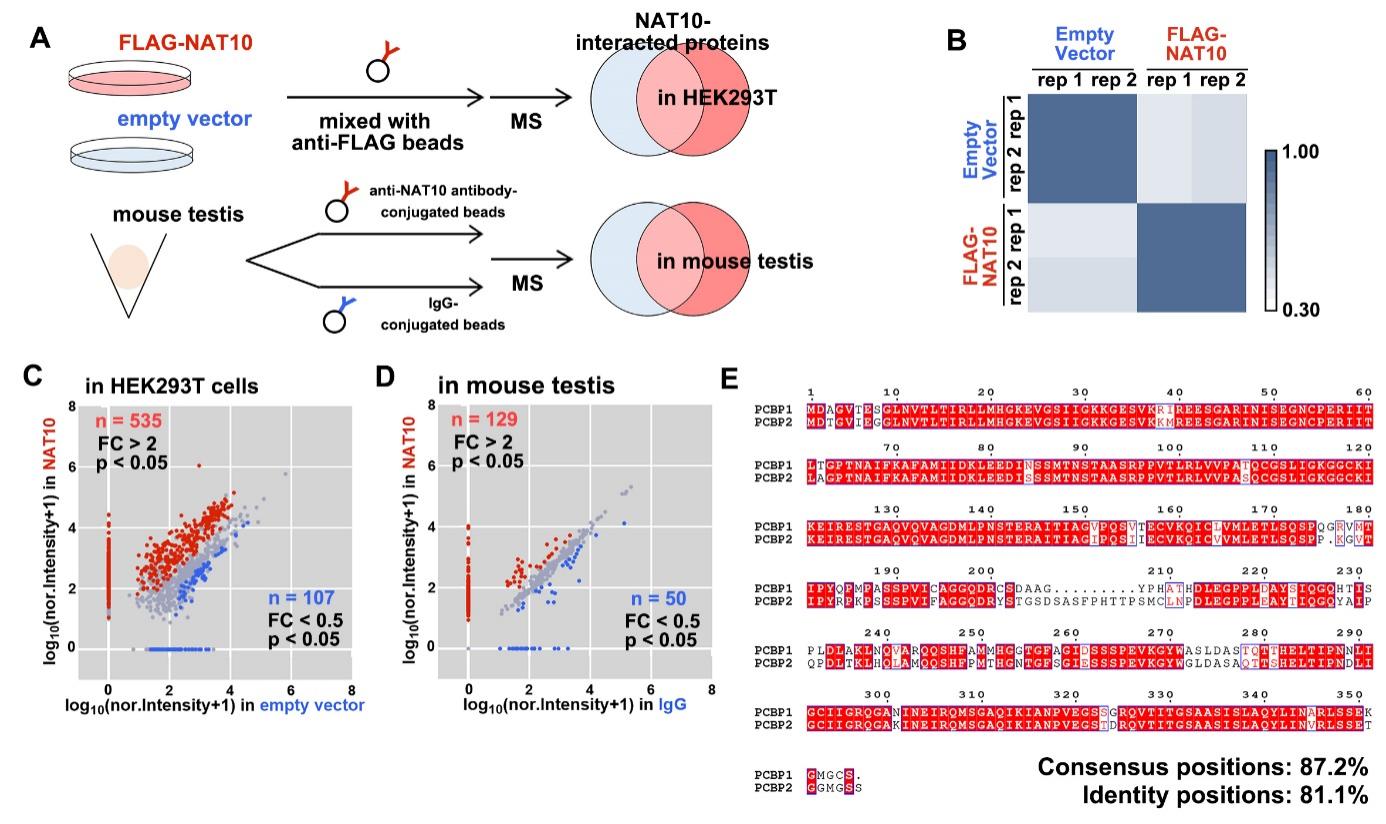
**

**Figure S1: Identifying NAT10 adaptors by proteomic analysis. A:** Schematic of affinity purification and tandem mass spectrometry analysis. HEK293T cells expressing FLAG-tagged NAT10 were lysed and subjected to immunoprecipitation with anti-FLAG beads. 293T cells transfected with empty vectors were served as the control. Wild-type (WT) mouse testis was lysed and immunoprecipitated with anti-NAT10 antibody-conjugated beads. IgG-conjugated beads were also applied as the control. Proteins enriched in the control group were removed from the NAT10 interactome. MS, mass spectrometry analysis. **B:** Heatmap of the Spearman correlation coefficients of the control, the NAT10-interactome and the control group in two replicates. Rep, replicate. **C-D:** Plot profile indicating the specific targets interacting with NAT10 in 293T cells and mouse testis, respectively. Red dots represented NAT10-specific binding proteins. FC, fold change. **E:** Alignment of the amino acid sequences between human PCBP1 and PCBP2 proteins. Amino acids with red coloring background represent position identity.

**
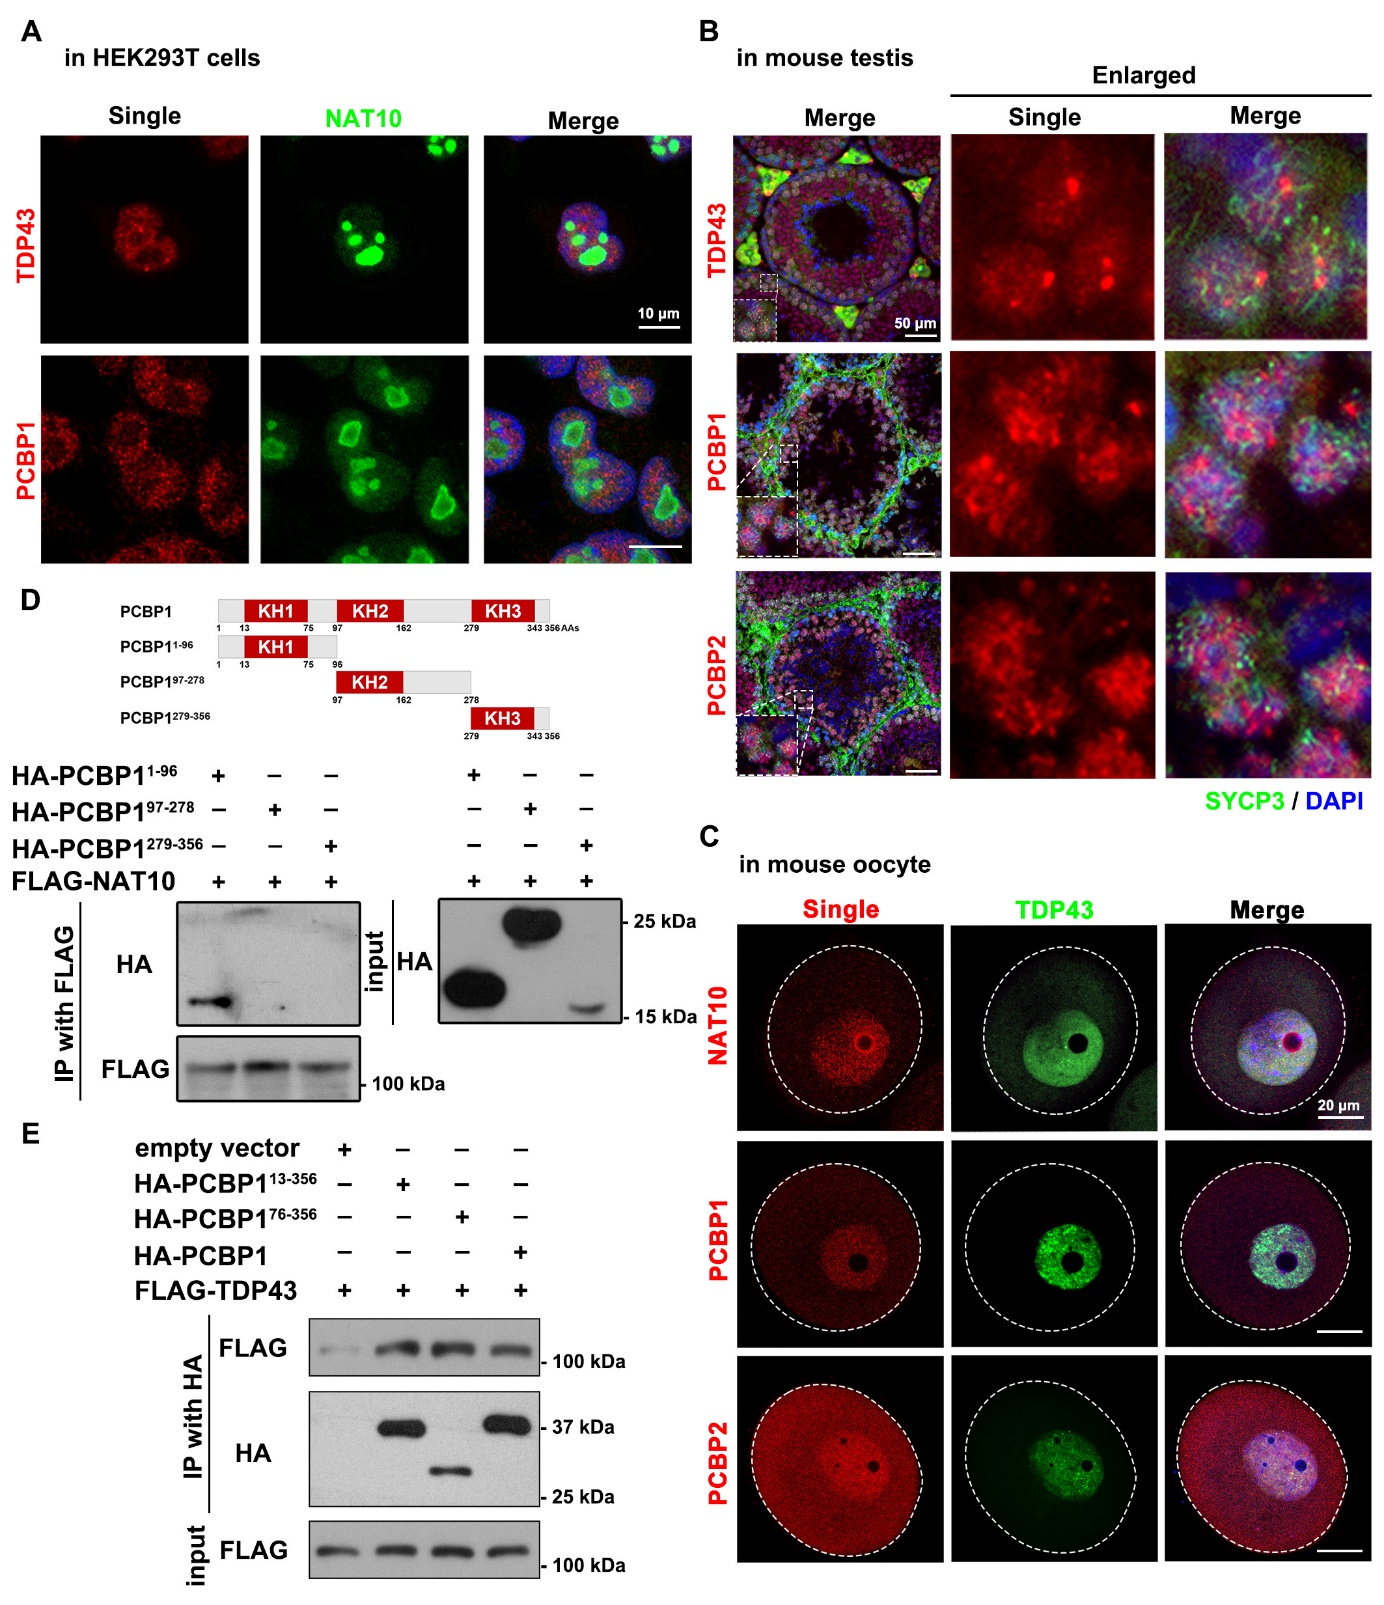
**

**Figure S2: Co-localization of PCBP/TDP43/NAT10 in the nucleus and confirmation of their interaction. A:** 293T cells stained with anti-NAT10 and the indicated candidate protein antibodies. DNA was stained with DAPI. Scale bar = 10 μm. **B:** Paraffin sections of WT testes stained with anti-SYCP3 antibody and the indicated protein antibodies. SYCP3 served as a marker for meiotic spermatocytes. PCBP1/2 and TDP43 co-expressed in spermatocytes at the pachytene stage. Scale bar = 50 μm. **C:** Mouse oocytes stained with anti-TDP43 and the indicated protein antibodies. DNA was stained with DAPI. Scale bar = 20 μm. **D:** Diagram of segmented PCBP1 constructs and co-IP results confirming the interaction between N-terminal PCBP1 (1-96 AAs) and NAT10. KH, hnRNP K homologue domain. AAs, amino acids. C-terminal PCBP1 constructs, HA-PCBP1^97-278^ and HA-PCBP1^279-356^ could not bind to NAT10. **E:** Co-IP results showing the interaction between N-terminus truncated PCBP1 with TDP43.

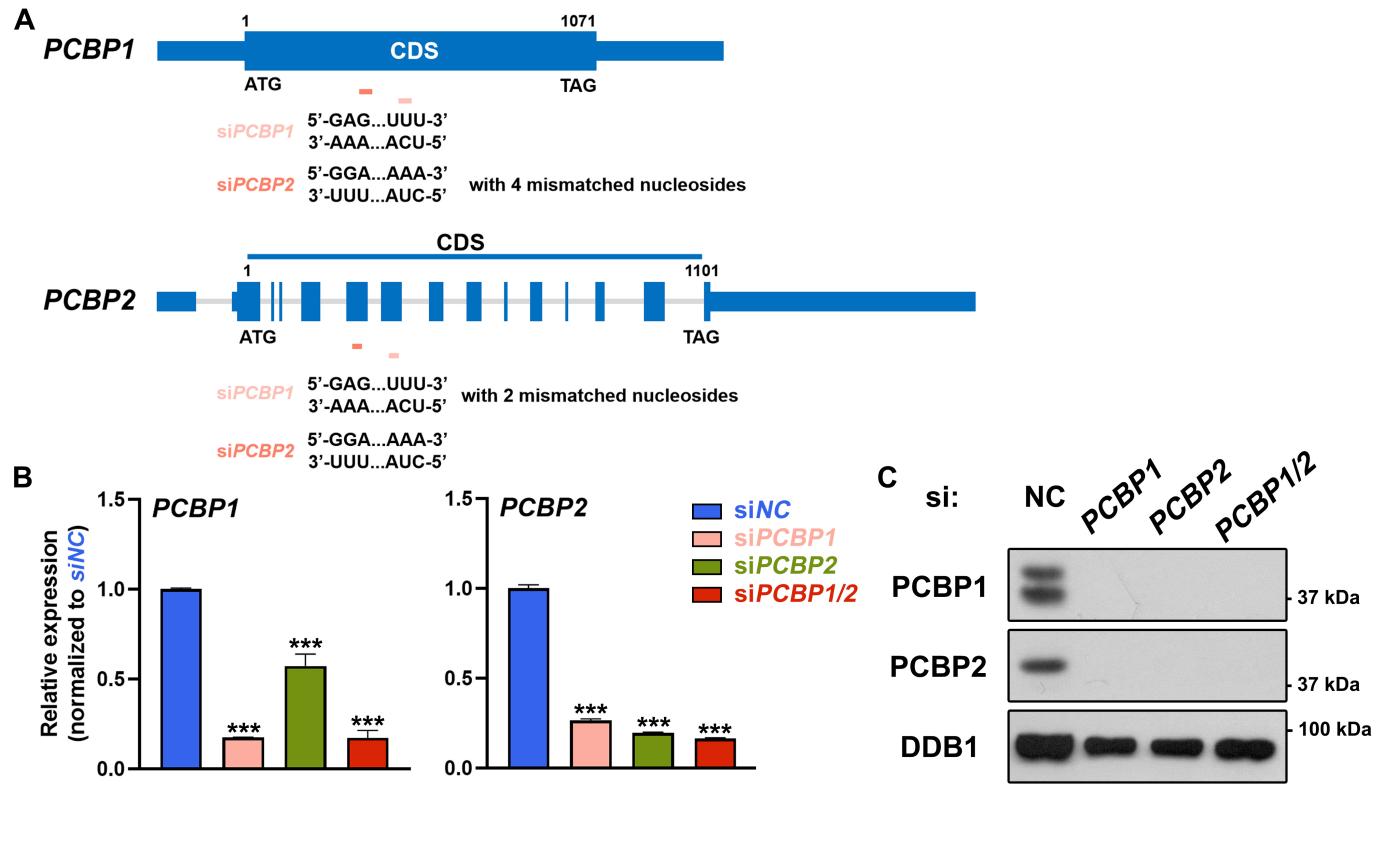

**Figure S3: Double RNA interference was applied in *PCBP1/2* knockdown according to their homology. A:** Schematic illustration of designed interference RNAs towards *PCBP1* and *PCBP2*. Targeted sites were marked below the sequences, with si*PCBP1* in light read and si*PCBP2* in red. CDS, coding sequence. **B:** RT-qPCR results showing the mRNA knockdown levels of *PCBP1/2* in *siPCBP1*, *siPCBP2* and *siPCBP1/2* groups. Gene expression levels were normalized to *GAPDH.* Mean ± SEM. ****P <* 0.001. **C:** Western bot results showing knockdown efficiency in *siPCBP1*, *siPCBP2* and *siPCBP1/2* groups. DDB1 was blotted as the loading control.

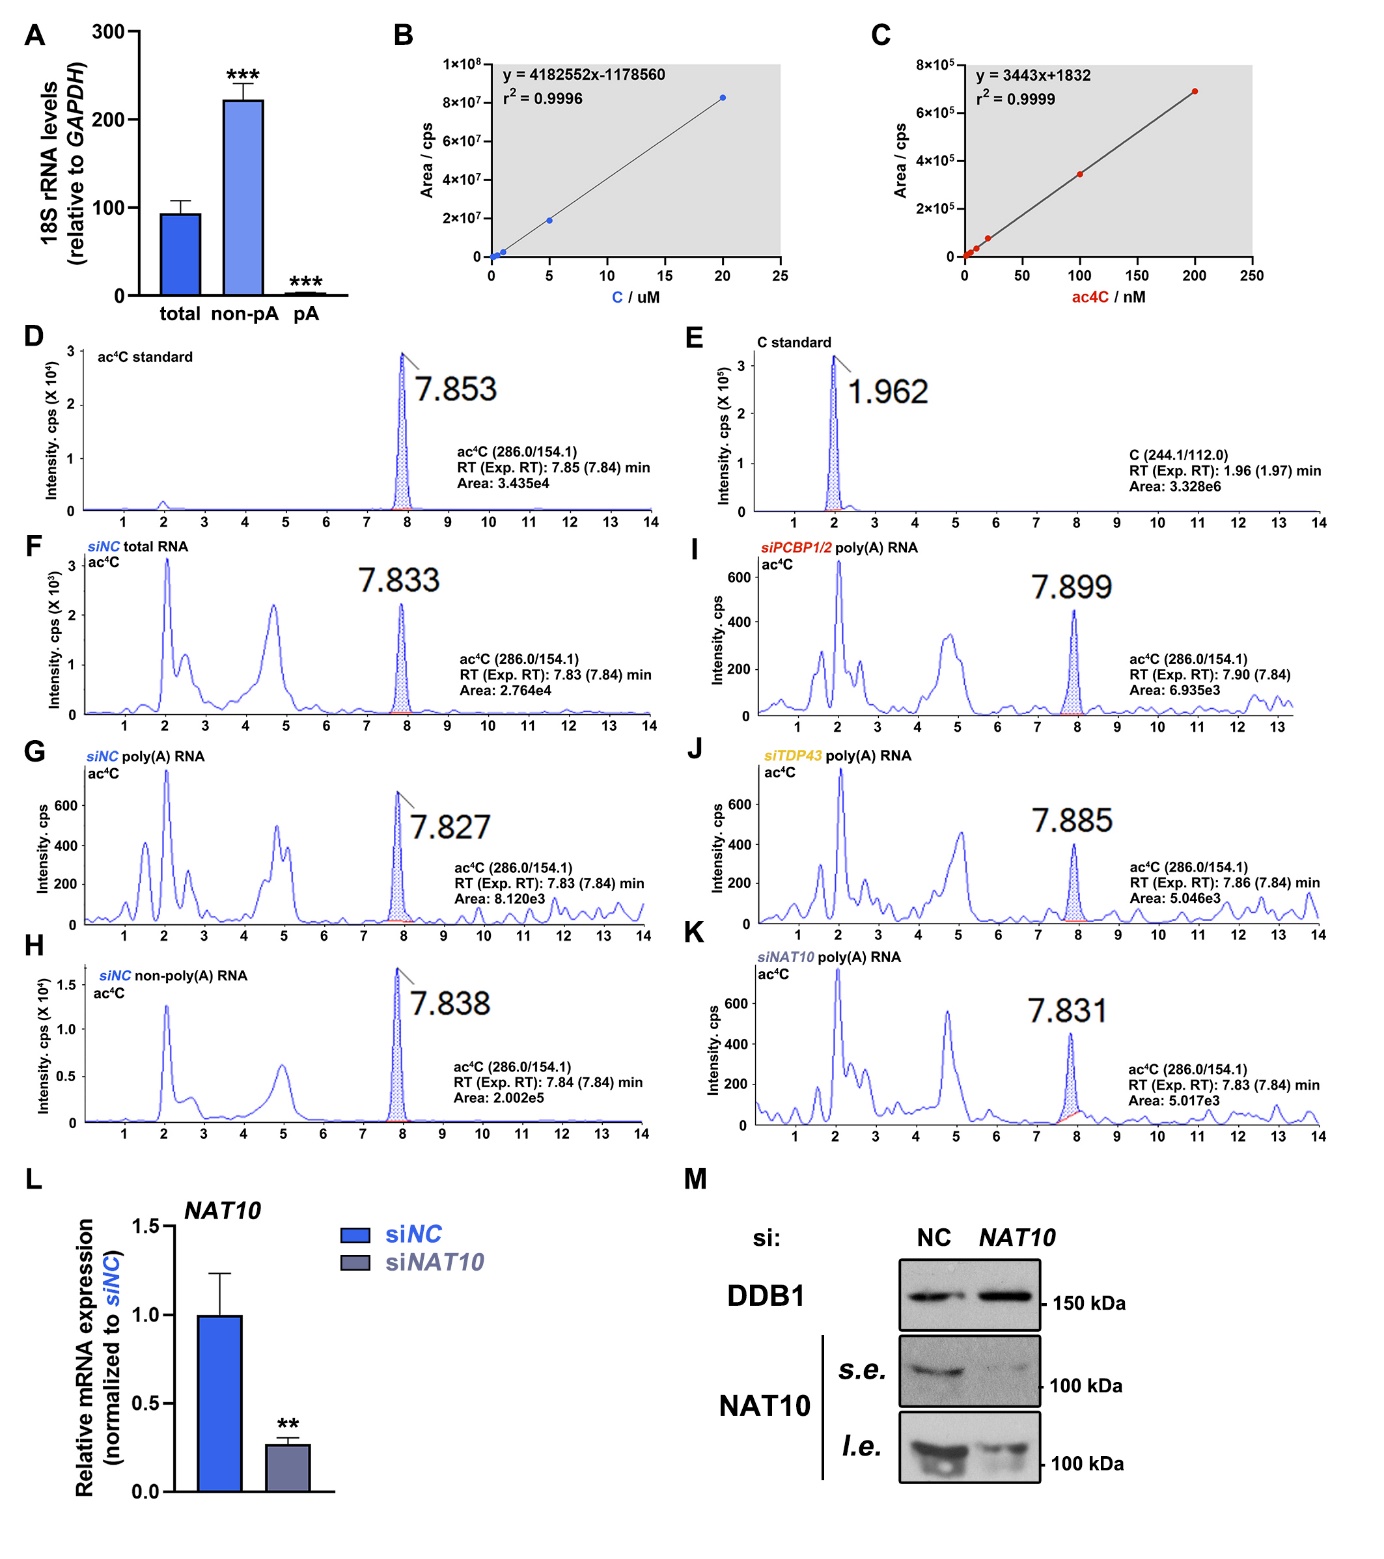

**Figure S4:** **Evaluation of PCBP1/2 and TDP43 effects on mRNA ac^4^C modification. A:** RT-qPCR results detecting 18S rRNA level to examine RNA purity. Expression of 18S rRNA level was normalized to *GAPDH*. Total, total RNA. pA, poly(A). non-pA, non-poly(A) RNA. Mean ± SEM. ****P <* 0.001. **B-C:** Calibration curves applied for cytidine (**B**) and N-4-acetylcytidine (**C**) quantification in LC-MS/MS analysis. **D-K:** LC-MS/MS chromatograms for quantification of ac^4^C in ac^4^C standards (**D**), C in C standards (**E**), ac^4^C in total RNA, poly(A) RNA and non-poly(A) RNA in the control group (*siNC*, **F**, **G** and **H**, respectively) and ac^4^C in poly(A) RNA upon *PCBP1/2*, *TDP43* and *NAT10* knockdown (**I**, **J** and **K**, respectively). **L:** RT-qPCR results showing *NAT10* knockdown efficiency. Mean ± SEM. ***P <* 0.01. **M:** Western blot results showing *NAT10* depletion efficiency. DDB1 was blotted as a loading control. *s.e.*, short exposure. *l.e.*, long exposure.

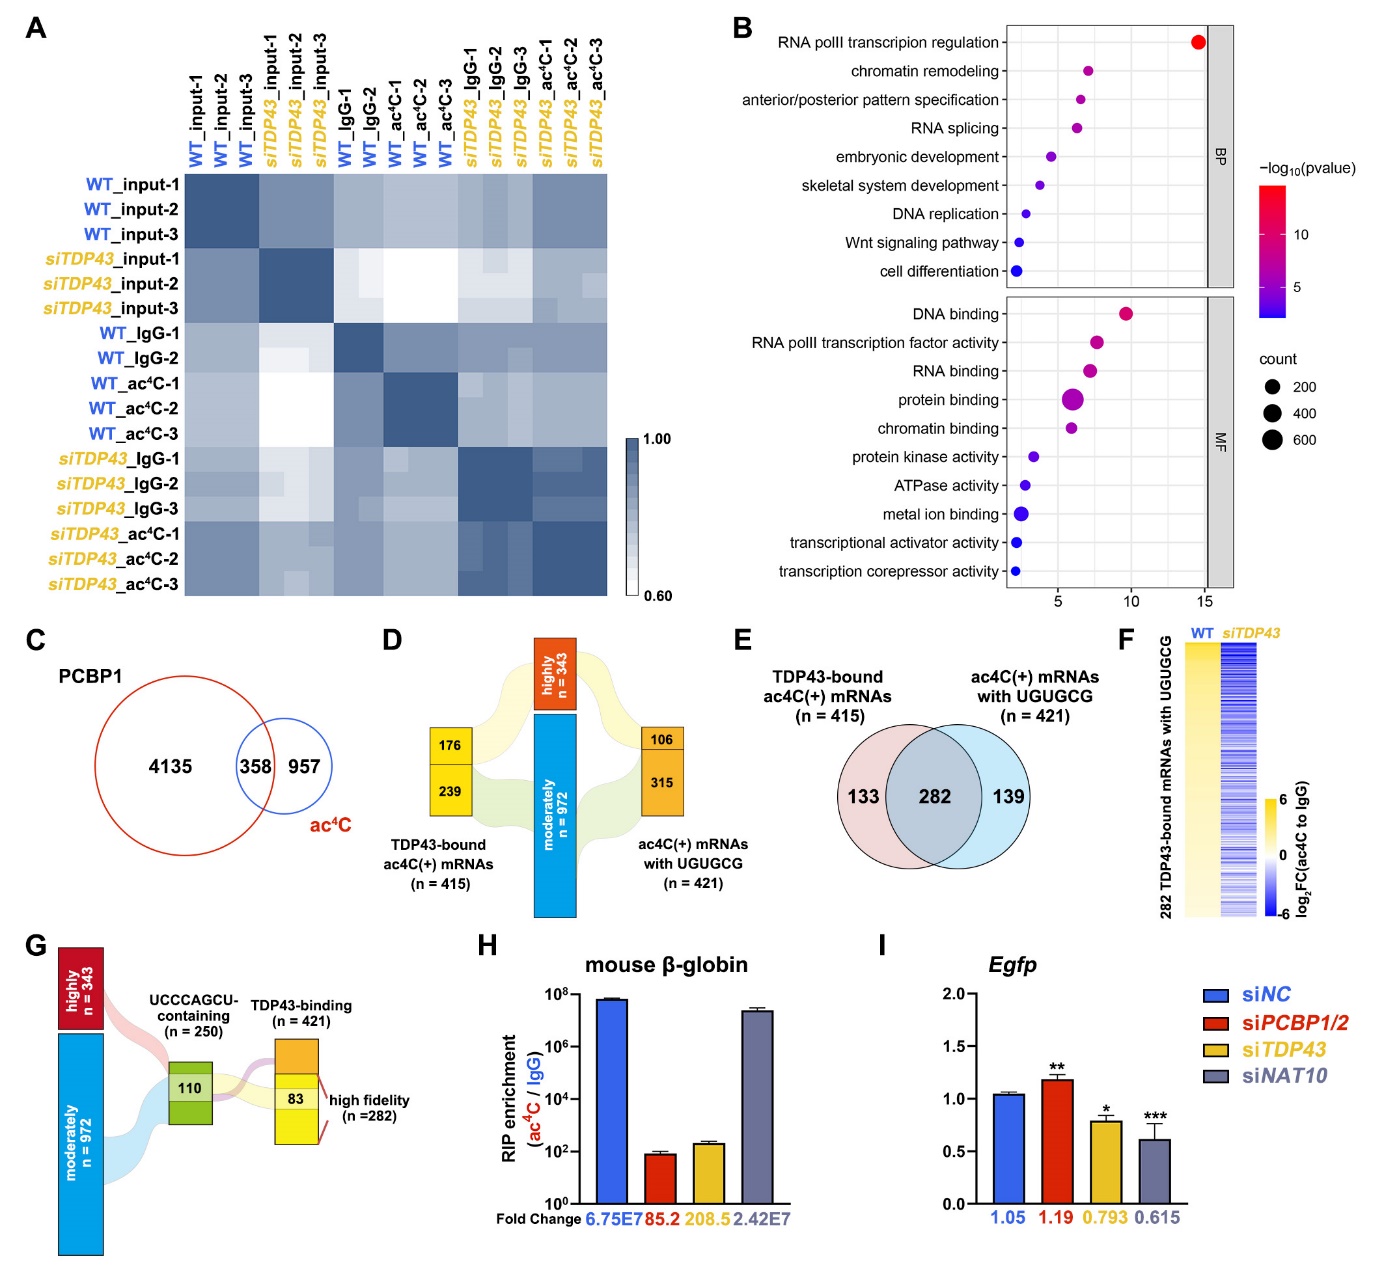

**Figure S5: Mapping of ac4C-containing poly(A) RNAs in HEK293T cells by acRIP-seq. A:** Heatmap of the Spearman correlation coefficients of the input, the IgG-enriched and the ac^4^C-enriched transcripts in WT and *siTDP43* groups (triplicates in input of both groups, duplicates in WT IgG groups, triplicates in *siTDP43* IgG groups and triplicates in both ac^4^C-enriched groups, respectively). The color key in blue from dark to light indicated the value of correlation coefficient from high to low. **B:** Bubble plot indicating the gene ontology (GO) enrichment analysis of the defined WT ac^4^C(+) mRNAs in terms of biological pathway (BP) and molecular function (MF). The color key from red to blue indicated the significance from high to low. **C:** Overlap between ac^4^C-harbored and PCBP1 bound transcripts. **D:** A Sankey diagram depicting the possible TDP43-bound ac^4^C(+) mRNAs. Reported TDP43-bound mRNAs and mRNAs containing UGUGCG, a known TDP43-recognizing motif, are presented. **E:** A Venn diagram showing the overlapped targets of reported TDP43 targets and ac^4^C(+) mRNAs containing UGUGCG. These mRNAs are further designated high fidelity targets. **F:** A heatmap showing the decreased acetylation of high fidelity TDP43 targets upon *TDP43* depletion. FC, fold change. **G:** A Sankey diagram depicting the high fidelity TDP43 mRNAs harboring UCCCAGCU, the predicted ac^4^C motif. **H-I:** Validation of RT-qPCR results of spiked-in ac^4^C(+) mouse β-globin and ac^4^C(–) *Egfp* recovered from acRIP. Mean ± SEM. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

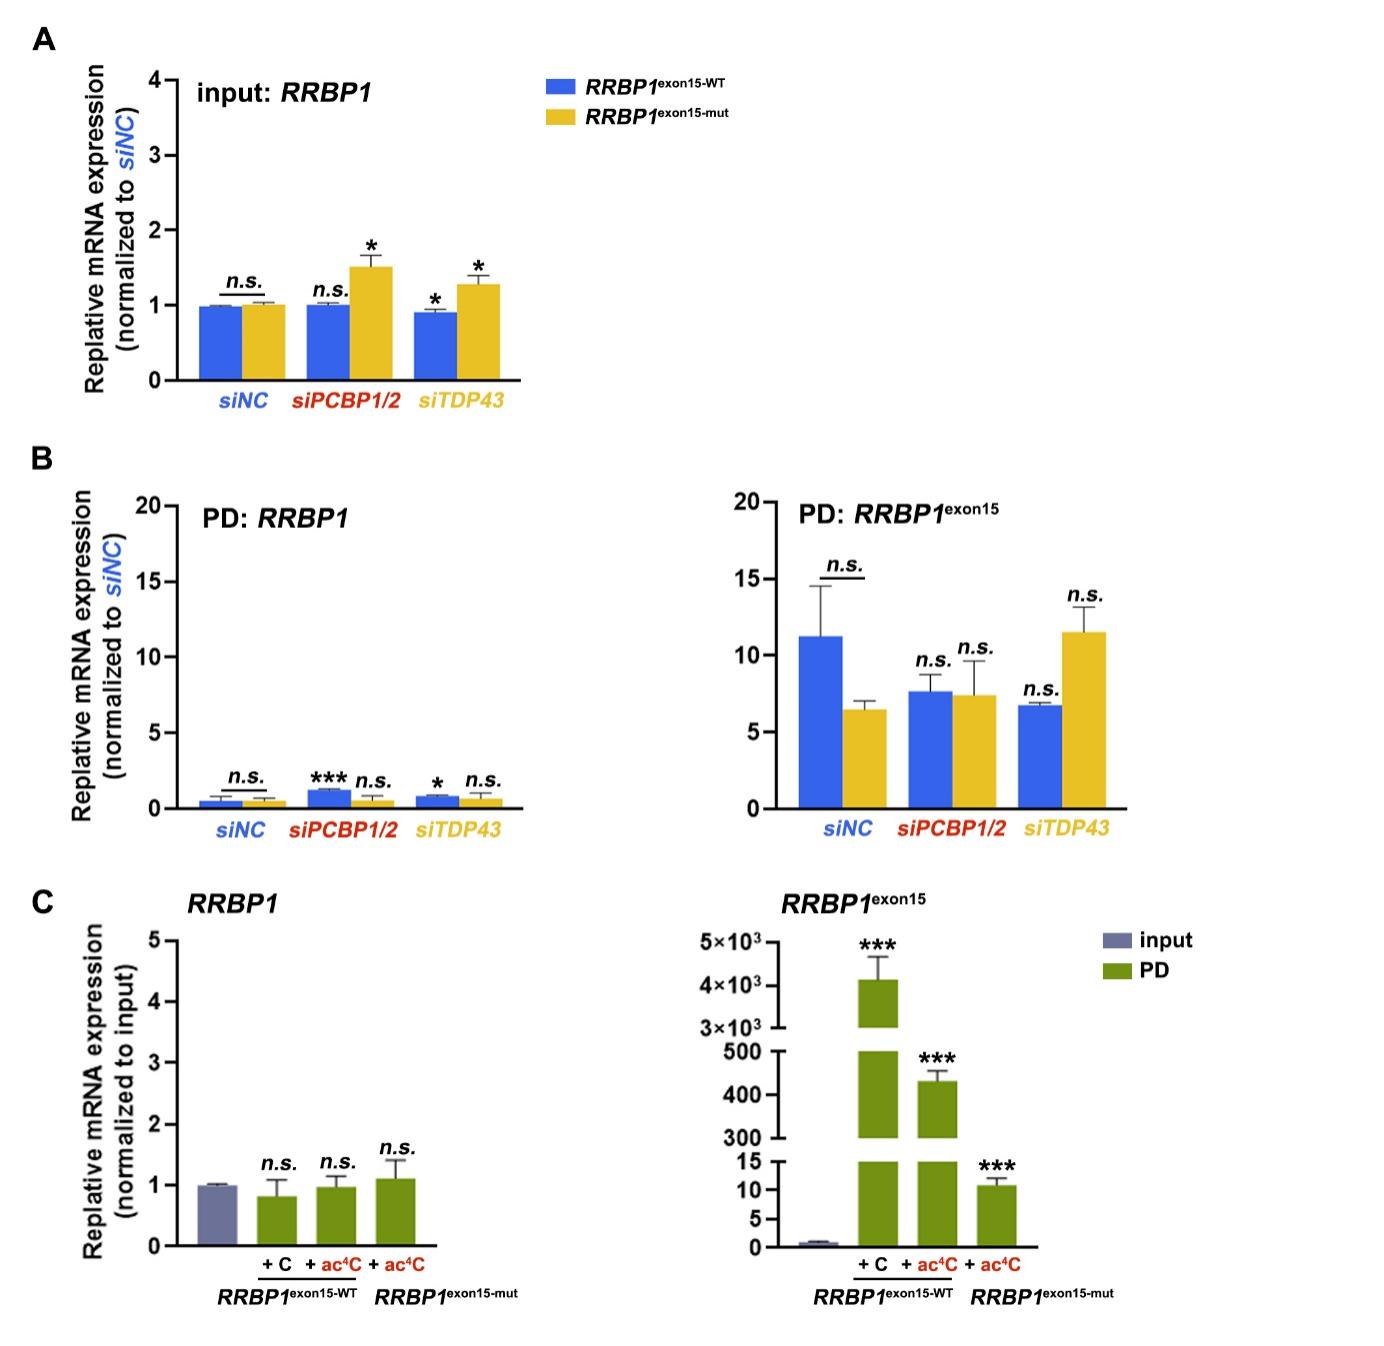

**Figure S6: Validation of affinity between *RRBP1*^exon15^ and NAT10/PCBP/TDP43 complex. A-B:** RT-qPCR results showing incorporation of *in vitro* transcribed WT and mutated *RRBP1*^exon15^ oligonucleotides did not alter overall *RRBP1* expression level and the indicated oligonucleotides were enriched in RNA pull down. PD, pull down. Mean ± SEM. **P* < 0.05, ****P* < 0.001. *n.s.* not significant. **C:** RT-qPCR results showing incorporation of *in vitro* transcribed *RRBP1*^exon15^ oligonucleotides with or without ac^4^C did not alter overall *RRBP1* expression level and the indicated oligonucleotides were enriched in RNA pull down. Mean ± SEM.

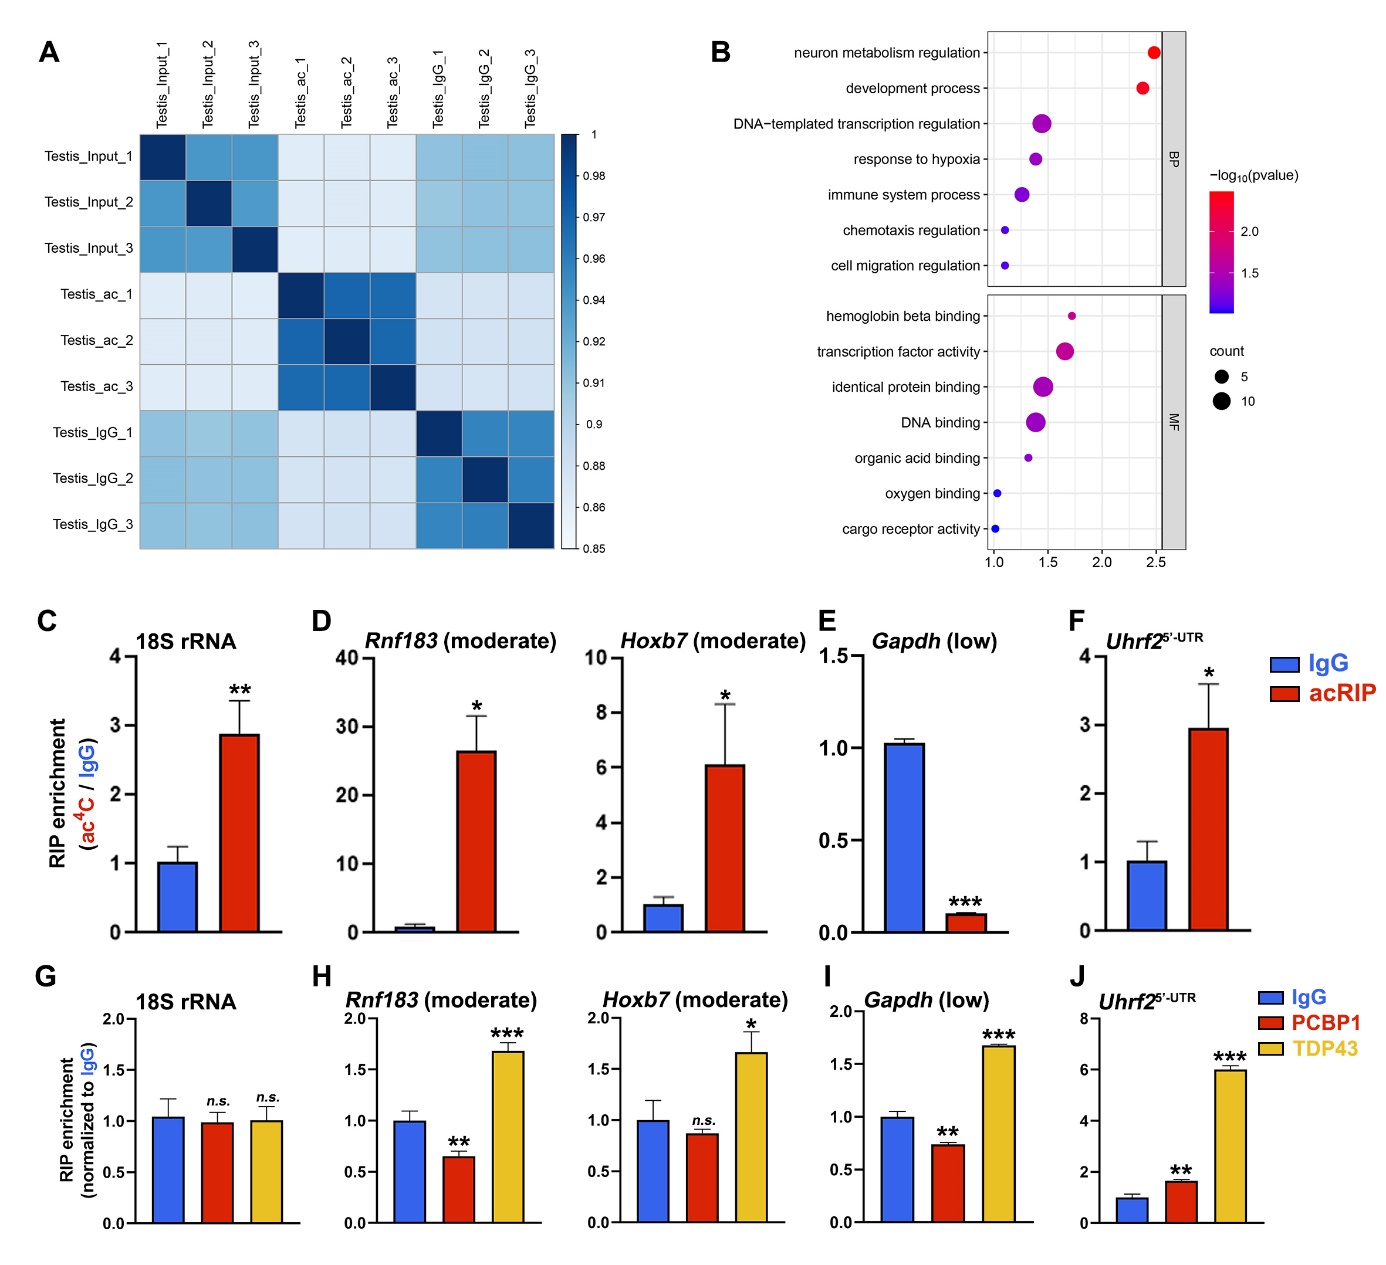

**Figure S7: Validation of NAT10/PCBP/TDP43-directed N-4-acetyltransferation effect in mouse testisticular mRNAs. A:** Heatmap of the Spearman correlation coefficients of the input, the IgG-enriched and the ac^4^C-enriched transcripts in mouse testis (triplicates in all groups). The blue color key from dark to light indicated the value of correlation coefficient from high to low. **B:** Bubble plot indicating the GO enrichment analysis of the defined WT mouse testis ac^4^C target mRNAs in terms of BP and MF. The color key from red to blue indicated the significance from high to low. **C:** RT-qPCR results showing 18S rRNA was successfully enriched by acRIP-seq in testis mRNA. Mean ± SEM. ***P* < 0.01. **D-F:** acRIP-qPCR results showing ac^4^C(+) and ac^4^C(–) mRNA varied in acetylation abundance, discarding the peak localization. Mean ± SEM. **P* < 0.05. **G-J:** RT-qPCR following endo-RIP results showing ac^4^C(+) and ac^4^C(–) mRNA presented divert affinity to PCBP1 and TDP43. Mean ± SEM. ****P* < 0.001.

# Supplementary material for: PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac4C Formation in Mammalian Cells
**Source:** Adv Sci (Weinh). 2024 Nov 18;11(47):2400133. doi: 10.1002/advs.202400133
**Supplement:** Supplementary file 2 — Supporting Table

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202400133

PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac<sup>4</sup>C Formation in Mammalian Cells

*Zhi-Yan Jiang, Yu-Ke Wu, Zuo-Qi Deng, Lu Chen, Yi-Min Zhu, Yuan-Song Yu, Hong-Bo Wu\* and Heng-Yu Fan\**

**Table S1. ac4C(+) mRNAs in WT 293T cells**

# Supplementary material for: PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac4C Formation in Mammalian Cells
**Source:** Adv Sci (Weinh). 2024 Nov 18;11(47):2400133. doi: 10.1002/advs.202400133
**Supplement:** Supplementary file 3 — Supporting Table

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202400133

PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac<sup>4</sup>C Formation in Mammalian Cells

*Zhi-Yan Jiang, Yu-Ke Wu, Zuo-Qi Deng, Lu Chen, Yi-Min Zhu, Yuan-Song Yu, Hong-Bo Wu\* and Heng-Yu Fan\**

**Table S2. ac4C(+) mRNAs in *siTDP43* 293T cells**

|          |             |             |             |             |             |                       |
|----------|-------------|-------------|-------------|-------------|-------------|-----------------------|
| SGPP1    | 3.236080856 | 2.197306151 | 6.692433837 | 2.42808E-05 | 0.000188923 | moderately acetylated |
| USP6NL   | 3.22471356  | 2.75415031  | 6.668333621 | 0.000379117 | 0.002336686 | moderately acetylated |
| BSPRY    | 2.0749244   | 1.249985637 | 4.277482553 | 0.014485882 | 0.005248853 | moderately acetylated |
| LOC1005  | 1.254337142 | 1           | 2.581236304 | 0.003329737 | 0.001633532 | moderately acetylated |
| TRAPPC   | 38.44612815 | 32.12450453 | 79.07890359 | 0.005604939 | 0.003183142 | moderately acetylated |
| RAB4A    | 33.67600442 | 23.75657504 | 69.23205848 | 4.12641E-05 | 4.68419E-05 | moderately acetylated |
| SFN      | 1.504568798 | 1.298850192 | 3.091119463 | 0.001589836 | 0.001865218 | moderately acetylated |
| FBXO46   | 1.387468758 | 1.351681932 | 2.849628732 | 0.001893948 | 0.004252243 | moderately acetylated |
| PAQR3    | 5.134481357 | 3.663633983 | 10.51745147 | 0.003740396 | 0.001705709 | moderately acetylated |
| SPSB4    | 2.012647591 | 1.080522322 | 4.121421405 | 0.023024334 | 0.00659654  | moderately acetylated |
| ZNRF2P1  | 1.023917288 | 1           | 2.09531526  | 0.00166623  | 0.001511402 | moderately acetylated |
| CABIN1   | 2.720456979 | 1.402151824 | 5.564876067 | 5.70336E-05 | 4.02241E-06 | moderately acetylated |
| KBTBD2   | 5.371188573 | 3.611134172 | 10.97567742 | 0.000733052 | 0.000232427 | moderately acetylated |
| ZNF783   | 1.450502898 | 1.275725617 | 2.963226465 | 0.004250093 | 0.001866152 | moderately acetylated |
| SNX7     | 16.51196103 | 6.831310132 | 33.71412011 | 0.004124841 | 0.000573314 | moderately acetylated |
| RHOA     | 2.770871285 | 2.77360747  | 5.656234855 | 0.001555493 | 0.003527763 | moderately acetylated |
| SYNCR3   | 4.894544724 | 4.453301651 | 9.984222866 | 0.011917086 | 0.009089235 | moderately acetylated |
| ZBTB44   | 2.370448501 | 1.714981318 | 4.830773878 | 0.00034948  | 0.000428648 | moderately acetylated |
| CBX7     | 1.429570272 | 1           | 2.906468261 | 0.008021256 | 0.00299834  | moderately acetylated |
| PIGQ     | 4.560206251 | 2.496153239 | 9.27081253  | 0.00116097  | 0.000114432 | moderately acetylated |
| HOXA10   | 18.77554686 | 15.27649317 | 37.9924159  | 0.000283619 | 0.000434078 | moderately acetylated |
| MAF      | 1.346259775 | 1.35967794  | 2.723751479 | 0.000308487 | 0.00065505  | moderately acetylated |
| FLJ40288 | 1           | 1           | 2.022361258 | 0.000816381 | 0.000816381 | moderately acetylated |
| FUBP3    | 6.67239059  | 3.36605974  | 13.49105044 | 0.000271482 | 3.5665E-06  | moderately acetylated |
| PIG      | 9.777943644 | 7.708553087 | 19.72822484 | 0.000280787 | 0.000516547 | moderately acetylated |
| ESRRB    | 1.145802608 | 1           | 2.311345805 | 0.003813672 | 0.002405789 | moderately acetylated |
| MAPKA1   | 7.047485778 | 2.529021099 | 14.20230569 | 0.012764815 | 0.002305436 | moderately acetylated |
| LOC3892  | 1.065310606 | 1           | 2.144274921 | 0.047092592 | 0.039233782 | moderately acetylated |
| CD82     | 4.59666343  | 3.392558771 | 9.247978277 | 0.012237857 | 0.005354103 | moderately acetylated |
| PXDC1    | 1.522837189 | 1.380751878 | 3.059327793 | 0.026967988 | 0.021984855 | moderately acetylated |
| SNORA1   | 12.29816401 | 1           | 24.70141917 | 0.035611035 | 0.003755117 | moderately acetylated |
| MAPK8I   | 1.253212372 | 1           | 2.515348808 | 0.000465193 | 0.000209013 | moderately acetylated |
| SNORA7   | 10.23843581 | 1           | 20.51042795 | 0.001468878 | 6.14306E-05 | moderately acetylated |
| ZNF367   | 1.575207355 | 1.158553829 | 3.155082558 | 0.000926713 | 0.000526079 | moderately acetylated |
| NFE2L1   | 3.555533188 | 3.405801755 | 7.119146974 | 8.69594E-05 | 0.000946595 | moderately acetylated |

# Supplementary material for: PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac4C Formation in Mammalian Cells
**Source:** Adv Sci (Weinh). 2024 Nov 18;11(47):2400133. doi: 10.1002/advs.202400133
**Supplement:** Supplementary file 4 — Supporting Table

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202400133

PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac<sup>4</sup>C Formation in Mammalian Cells

Zhi-Yan Jiang, Yu-Ke Wu, Zuo-Qi Deng, Lu Chen, Yi-Min Zhu, Yuan-Song Yu, Hong-Bo Wu\*  
and Heng-Yu Fan\*

**Table S3. ac4C(+) mRNAs in *mouse testes***

|         |             |             |             |             |             |                       |
|---------|-------------|-------------|-------------|-------------|-------------|-----------------------|
| Gm30228 | 6.203113587 | 5.58704596  | 12.5385633  | 0.002309533 | 0.000167439 | moderately acetylated |
| Gm26559 | 1.653985869 | 1.568583788 | 3.340610468 | 0.008985056 | 0.000993183 | moderately acetylated |
| Rlbp1   | 1.701842993 | 1.244510587 | 3.43428963  | 0.024487758 | 0.001375577 | moderately acetylated |
| Gm28340 | 18.18034907 | 14.57544755 | 36.64278475 | 0.045218184 | 0.011479487 | moderately acetylated |
| Cib3    | 3.656288795 | 3.316284453 | 7.350383423 | 0.002433494 | 0.000583792 | moderately acetylated |
| Gm13505 | 2.048151771 | 1.999045127 | 4.113342734 | 0.041828002 | 0.000183042 | moderately acetylated |
| Neurl1b | 1.014238043 | 1.011213082 | 2.029649725 | 0.001251527 | 1.80136E-05 | moderately acetylated |

# Supplementary material for: PCBP1/2 and TDP43 Function as NAT10 Adaptors to Mediate mRNA ac4C Formation in Mammalian Cells
**Source:** Adv Sci (Weinh). 2024 Nov 18;11(47):2400133. doi: 10.1002/advs.202400133
**Supplement:** Supplementary file 5 — Supporting Table

**Supporting tables**

**Table S1. FPKMs of transcripts defined as ac4C(+) mRNAs in WT HEK293T cells, which the enriching levels were more than 2-folds between the acRIP and the input groups and between the acRIP and the IgG groups. (In a separated xlsx file).**

**Table S2. FPKMs of transcripts defined as ac4C(+) mRNAs in *siTDP43* HEK293T cells, which the enriching levels were more than 2-folds between the acRIP and the input groups and between the acRIP and the IgG groups. (In a separated xlsx file).**

**Table S3. FPKMs of transcripts defined as ac4C(+) mRNAs in mouse testis, which the enriching levels were more than 2-folds between the acRIP and the input groups and between the acRIP and the IgG groups. (In a separated xlsx file).**

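The 500 genes of Table S3 were compared with FPKM + 1 recomputed from the deposited counts. Of the names, 405 equalled a single annotated symbol. Genes were kept as matched by name where the IgG column equalled the mean of the 3 IgG libraries and the p-value column against IgG an equal-variance comparison of the 3 acRIP with the 3 IgG libraries, which held for 404 of the 405. In all, 93 genes were matched by their values alone and 3 were not matched. The other columns were not used to match by name. The acRIP column equalled the mean of the 3 acRIP libraries in 396, and in the other 8, all highly acetylated, it equalled that mean divided by the input value. The input column equalled input replicate 3 in 404 genes (404 of the 405 names) and the mean of the 3 input libraries in 71. The p-value column against input equalled an unequal-variance comparison of the 3 acRIP libraries with input replicates 2 and 3 in 404 genes. That form was found by searching 133 forms after the data were seen, of which the next best equalled 131 genes. Of the 38 highly acetylated genes matched by name, 38 had both ratios over 5, while none of the 366 moderately acetylated genes did and 7 of these had a ratio to IgG over 5.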

**Table S4. siRNA sense sequence information**

| **siRNA name** | **Genes targeted** | **Species** | **Sequences (5′-3′)** |
| --- | --- | --- | --- |
| *siNC* | NC | human | UUCUCCGAACGUGUCACGUTT |
| *siPCBP1/2* | *PCBP1* | human | GAGUGUGUCAAGCAGAUUUTT |
|  | *PCBP2* |  | GGAUGCAAGAUCAAGGAAATT |
| *siTDP43* | *TDO43* | human | GGCUGGUAGAAGGAAUUCUTT |
|  |  |  | GUCACAGCGACAUAUGAUATT |
| *siNAT10* | *NAT10* | human | GGACTGCTGTAAGACTCTA |

**Table S5. Sequences of *in vitro* transcribed RNAs for acRIP and RNA pull down**

| **Name** | **Gene** | **Total length (nt)** | **Sequences (5′-3′)** |
| --- | --- | --- | --- |
| T7+β-globin | mouse β-globin | 195 | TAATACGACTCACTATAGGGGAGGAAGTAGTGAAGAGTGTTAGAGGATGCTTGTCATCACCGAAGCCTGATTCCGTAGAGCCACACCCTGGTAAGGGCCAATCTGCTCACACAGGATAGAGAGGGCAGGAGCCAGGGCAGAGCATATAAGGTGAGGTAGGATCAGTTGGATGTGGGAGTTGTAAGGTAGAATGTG |
| SP6+*RRBP1*^site-WT^ | human | 53 | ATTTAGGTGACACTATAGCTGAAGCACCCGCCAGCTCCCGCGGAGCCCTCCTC |
| SP6+*RRBP1*^site-mut^ | human | 53 | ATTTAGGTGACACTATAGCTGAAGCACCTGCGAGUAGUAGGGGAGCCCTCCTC |
| SP6+*RRBP1*^exon15-WT^ | human | 102 | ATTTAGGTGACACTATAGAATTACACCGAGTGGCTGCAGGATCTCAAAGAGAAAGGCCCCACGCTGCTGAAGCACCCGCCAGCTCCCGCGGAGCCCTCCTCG |
| SP6+*RRBP1*^exon15-mut^ | human | 102 | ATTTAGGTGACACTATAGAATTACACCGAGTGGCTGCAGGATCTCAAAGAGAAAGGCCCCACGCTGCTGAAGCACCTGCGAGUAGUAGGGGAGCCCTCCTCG |

**Table S6. Primer sequences**

**Table S7. Antibody information**

| **Protein/Target name** | **Manufacture (catalogue number)** | **Application (working dilution)** | **Website link** |
| --- | --- | --- | --- |
| FLAG | Sigma (F3165) | western blot (1:3000) | <http://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=zh&region=CN> |
| HA | Cell Signaling Technology (3724) | western blot (1:1000) | <https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724> |
| NAT10 | Abcam (ab194297) | endo IP | ttps://www.abcam.cn/nat10-antibody-epr18663-ab194297.html |
|  | ProteinTech (13365) | western blot (1:1000) | <https://www.ptglab.com/products/NAT10-Antibody-13365-1-AP.htm> |
| IgG | Cell Signaling Technology (3900) | acRIP; endo IP | <https://www.cst-c.com.cn/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control/3900?site-search-type=Products> |
| TDP43 | GeneTex (114210) | endo IP | <https://www.genetex.cn/Product/Detail/TDP43-antibody/GTX114210> |
|  | ProteinTech (10782) | western blot (1:1000) | <https://www.ptglab.com/products/TARDBP-Antibody-10782-2-AP.htm> |
|  | Biolegend (808301) | IF (1:200) | <https://www.biolegend.com/en-us/products/purified-anti-tdp43-antibody-11572> |
| PCBP1 | ProteinTech (14523) | western blot (1:1000) | <https://www.ptgcn.com/products/hnRNP-E1-Antibody-14523-1-AP.htm> |
|  | Santa Cruz (sc-137249) | IF (1:200) | <https://www.scbt.com/p/hnrnp-e1-antibody-e-2> |
| PCBP2 | ProteinTech (15070) | WB (1:1000) | <https://www.ptgcn.com/Products/PCBP2-Antibody-15070-1-AP.htm> |
| ac^4^C | Abcam (ab252215) | acRIP; dot blot (1:500) | <https://www.abcam.cn/n4-acetylcytidine-ac4c-antibody-eprnci-184-128-ab252215.html> |
| DDB1 | Abcam (ab9194) | western blot (1:2000) | [https://www.abcam.cn/products/primary-antibodies/ddb1-antibody-ab9194.html](https://www.abcam.cn/products/primary-antibodies/ddb1-antibody-ab9194.html#:~:text=Recognizes%20the%20large%20subunit%20of%20DNA%20damage-binding%20protein,is%20also%20known%20as%3A%20DDBA%3B%20XAP1%3B%20XPCE%3B%20XPE-BF%3BUV-DDB1) |
| α-tubulin | Cell Signaling Technology (2144) | western blot (1:1000) | <https://www.cellsignal.com/products/primary-antibodies/a-tubulin-antibody/2144> |
| SYCP3 | Abcam (ab97672) | IF (1:200) | <https://www.abcam.com/products/primary-antibodies/scp3-antibody-cor-10g117-ab97672.html> |

How the deposited data were processed for this re-analysis (not part of the article)

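Poly(A) RNA of wild-type mouse testes was sequenced in 9 libraries, 3 of input RNA, 3 of RNA recovered with control IgG and 3 of RNA recovered with the anti-ac4C antibody (acRIP). The groups and replicate numbers were taken from the sample labels. The paper describes triplicates, and its statistics section states that most experiments had at least 3 independent samples and were repeated at least 3 times. It names no experiment there, so its text does not say for the testis libraries whether they are separate precipitations or repeated libraries of one precipitation. If they are repeated libraries, the p-values, standard errors and counts of called genes reflect scatter between libraries only, not between precipitations or mice.

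The authors deposited counts, the number of uniquely mapped reads on each gene in each library, without normalization. By the methods, reads were trimmed with Trim Galore, mapped to mm10 with STAR and counted with FeatureCounts. The annotation release, the strand setting and whether reads or fragments were counted are not named in the paper's text. The table also gives each gene's length as the authors' counting summed it over merged exons. It lists 55401 genes, of which 55141 identifiers are in the GENCODE annotation used here for names (vM21, on the same genome build) and 54821 have the same coordinates there. Uniquely mapped reads leave genes with near-identical copies undercounted, and overlapping and antisense genes are uncertain because the use of strand is not stated.

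Total counts per library had a median of 22192553 in input, 18595278 in IgG and 16773843 in acRIP. A count of 0 allows up to 3 reads, and most low counts were even, so the effective number of fragments is smaller than the number of counts. Genes whose libraries in one group all held at most 3 counts are given as lower bounds of a fold change, computed against 3 counts. If both mates of each pair were counted, 3 read pairs make 6 counts and these bounds are smaller, so the bounds against 3 read pairs are given beside them.

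Counts were tested with edgeR 4.0.16 (R 4.3.3), by filterByExpr, TMM normalization and the quasi-likelihood test, with one mean per group over all 9 libraries, Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. A gene was called higher in acRIP when it passed against both IgG and input. FPKM was computed from the counts, and the paper's rule (ratio of FPKM + 1 over 2 against both groups, over 5 against IgG for highly acetylated genes) was applied with limma 3.58.1, whose unadjusted p under 0.05 stood in for the 2-sample tests of the Figure 3 legend. The limit of 5 against IgG alone is the paper's rule for HEK293T cells. Its methods name limits of 2 and 5 for the fold changes against input and IgG together, which can be read as 5 against both, and these readings were run as alternatives. The methods name DESeq2 as the authors' test of counts. DESeq2 1.42.0 was used here as an alternative. On simulated counts with 200 changed genes among 21619 tested, edgeR recovered 97% and called 1 unchanged gene, and DESeq2 recovered 93%. The FPKM rule recovered 98.9% of 89 raised genes among 35699. Only raised genes with a simulated acRIP mean of FPKM + 1 over 3 were counted, so recovery nearer the pseudocount was not tested. All simulated changes lay above the 2-fold threshold. Lists of genes were tested with camera and fry from limma. The value given for a list is its median log2 fold change, chosen in place of the mean after both had been seen, because genes with no reads in a group pull the mean. Figures and permutations of random lists were made with Python 3.11.15.

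The samples, the tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were those the paper names for testis, the subunits of the complex, globin and ribosomal RNA-like genes, and, among genes called against both groups with no overlap between libraries, the 5 with the largest and the 3 with the lowest log2 fold change against IgG. Alternatives were other normalizations, other filters on low counts, fits of only the 6 libraries compared, a test against a fold change of 2, other forms of the FPKM rule and its pseudocount, a replicate block, and each library left out in turn. Halved counts, the columns of Table S3, bounds against 3 read pairs and the readings of the methods' limits of 2 and 5 were added after the data were seen. Peaks, motifs within peaks, browser tracks, GO terms and the HEK293T libraries were not analysed here. Columns of per-sample values that were not used numbered 0.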

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

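The test of ribosomal RNA carry-over was chosen only after the result was seen, and the tests of Hbb-bs were set beforehand. Groups of 3 libraries were too small to test for a library far from the others. The 3 genes below are listed among the moderately acetylated genes of Table S3, but the paper's text does not discuss them, and each was higher in acRIP than in the IgG control.

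Hbb-bs, a β-globin gene on chromosome 7 (103826534 to 103828096 of mm10), had 10429 to 15975 counts per acRIP library, 2315 to 3095 per IgG library and 2622 to 3768 per input library. Its log2 fold change was 2.31 over IgG (standard error 0.06) and 2.74 over input, and acRIP lay above IgG in 3 of 3 libraries. A larger share of blood in the acRIP samples is argued against, because 4 tested genes of erythrocytes other than globins had a median log2 fold change of -0.77 over IgG (-0.41 without IgG replicate 1 or without input replicate 2, and -1.96 without acRIP replicate 3). The α-globin gene Hba-a1 had a log2 fold change of -0.003 over IgG (standard error 0.11), so the globins did not rise together over IgG. Over input all 4 globin genes were called higher, with 1.35 for Hbb-bt, 1.16 for Hba-a1 and 2.14 for Hba-a2 (from 1.58 to 3.00 with 1 library left out, and not called without input replicate 1 or without acRIP replicate 2, which gave the lowest value), and Hba-a1 rose as much in IgG over input (1.16). The difference over IgG is what reads of the β-globin probe that was added to the RNA would give, and the probe is a candidate source of the Hbb-bs signal. Of the 195 bases of the probe's sequence in the paper's supplement, 122 match the genome at chromosome 7, 103827934 to 103828055, and 44 of those lie in exon 1 of Hbb-bs (103828012 to 103828096). Acetylation of the gene's own transcript was not tested and stays open, since the counts do not separate the probe from the transcript.

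Lars2 and Gm15564 had log2 fold changes over IgG of 1.55 (standard error 0.03) and 1.78 (standard error 0.06) and over input of 5.14 and 5.32, higher in 3 of 3 acRIP libraries. Over input, the IgG libraries rose too, by 3.59 and 3.54. These genes had been placed in a list of loci with sequence like ribosomal RNA, a likeness that was not tested here. The list had a median log2 fold change of 0.96 over IgG and 4.20 over input. The 18S ribosomal RNA locus Rn18s-rs5 (annotated as CT010467.1, chromosome 17, 39846353 to 39848201) had 0.95 over IgG and took 9.35% to 10.6% of the counts of an acRIP library, 5.14% to 5.57% of an IgG library and 0.54% to 0.613% of an input library. It passed the 2-fold threshold over IgG only with upper quartile normalization (1.00) or without acRIP replicate 3 (1.01). Carry-over of ribosomal RNA in general predicts that other ribosomal RNA rises as much, and mt-Rnr2 rose by 0.96 (standard error 0.03) but mt-Rnr1 by 0.49 (standard error 0.04). Carry-over and enrichment of acetylated 18S rRNA, which the paper uses as a positive control, cannot be told apart for 18S rRNA, because the mitochondrial ribosomal RNAs moved by different amounts. The rise of Lars2 and Gm15564 lay above that of all 3 ribosomal RNA loci, which a carry-over equal for all of them would not give. Those loci were 18S and the mitochondrial ones, so carry-over of other ribosomal RNA stays open. Acetylation of the Lars2 and Gm15564 transcripts was not tested.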

How the results depend on the processing

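No test in this part was chosen after its result was seen except 4 kinds of alternative, the halved counts, the columns of Table S3, the bounds against 3 read pairs and the readings of the methods' limits of 2 and 5.

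Counts of genes stayed within 1.5 times of the reported values under DESeq2, other normalizations, other filters on low counts, fits of the 6 libraries compared and halved counts. Tested against a fold change of 2, 1526 genes were higher in acRIP than in IgG (2590 in the reported test), 1724 in IgG than in input (3028) and 954 in acRIP than in both (1774), all 954 being among the 1774. A stricter null hypothesis by construction gives fewer genes. Genes higher in acRIP than in both numbered from 1716 to 1853 across the 9 fits that each left out 1 library, and 1565 with halved counts. With a pseudocount of 0.1, the ratios of FPKM gave 1832 ac4C(+) genes (707 reported), 755 highly acetylated genes (71), 3843 genes over input (1879) and 2769 over IgG (1049), since a smaller pseudocount damps low values less. The columns of Table S3 gave 40 highly acetylated genes and 501 ac4C(+) genes. With DESeq2's fold changes of counts in place of the ratios of FPKM + 1, 595 genes passed 5 against both groups and 821 passed 5 against IgG and 2 against input, and the cause of the difference from 71 was not tested. Leaving out 1 library gave from 682 to 700 ac4C(+) genes.

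Spearman correlations within acRIP, between acRIP and IgG and between acRIP and input moved to 0.9895, 0.9048 and 0.8858 among genes that pass the filter, to 0.9894, 0.9307 and 0.8906 among genes with at least 10 counts in every library and to 0.9678, 0.8501 and 0.8392 on FPKM, and ranged from 0.9764 to 0.978 within acRIP when 1 library was left out. Values within acRIP stayed above both values between groups in each of these settings.

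The replicate numbers do not pair the libraries. Deviations from the group means correlated between -0.007 and 0.035 for libraries of the same number and between -0.029 and 0.027 for others. With the replicate block, 1729 genes were higher in acRIP than in both groups, 2557 than in IgG, 3907 than in input, 2890 in IgG than in input, and 474 of Table S3 were called.

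Of 1005 values of named genes under alternatives, 997 kept their direction and side of the threshold, 4 became weaker, 3 stronger and 1 reversed. The last was Hba-a2, whose log2 fold change over IgG ranged from -0.78 to 0.11 with 1 library left out (0.11 without acRIP replicate 3). Its counts were few, and no value passed the threshold.

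Of 364 values of gene lists, 341 kept both, 1 became weaker, 12 stronger and 10 reversed, mostly under fry in place of camera. Camera sets a list against the other genes and fry against no change, so their directions can differ. The developmental transcription factors over IgG had a mean of -0.49, which lay 0.09 above the mean of the other genes. Small noncoding RNAs over IgG had a mean of 0.25 although fry pointed lower, so this does not account for every reversal. Medians do not change between the 2 tests, so the direction named is that of the test. Under fry the developmental transcription factors (median 0.07) were called lower over IgG, the small noncoding RNAs (0.45) pointed lower over IgG without passing the threshold, Leydig genes (0.08) were called lower over input, and Leydig genes over IgG (0.07) and Sertoli genes over input (-0.16) pointed lower without passing. All 12 that became stronger did so under fry. Called lower were the Zfp (-0.23 and -0.43) and spermatocyte genes (-0.21 and -0.37) over IgG and over input, and the other erythrocyte (-0.77) and Sertoli genes (-0.31) over IgG. Called higher were the olfactory receptors (0.36 and 0.20) and spermatid genes (0.18 and 0.19) over IgG and over input, the globin genes over IgG (0.18) and the Hox genes over input, whose median was -0.19. By library size alone, the Sertoli (-0.24) and Leydig (-0.01) genes pointed the other way over input. With 1 library left out, mitochondrial mRNAs over IgG ranged from -0.2 to -0.06 and Sertoli genes over IgG from -0.32 to -0.24, and the direction of camera's test turned for the former without IgG replicate 3 or acRIP replicate 2 and for the latter without acRIP replicate 1. The other erythrocyte genes over input, at -2.29 in the reported fit, ranged from -4.80 (without acRIP replicate 3) to -3.16. Their median was lower in each of the 9 fits. The genes passing the filter can differ between fits, so this does not show a shift of the same genes.

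Where a group had no reads, depth leaves only a lower bound of a fold change, and no test of depth itself was run. Bounds against 3 read pairs were lower than those against 3 counts, from 3.55-fold for Gapdh to 34.1-fold for Gnptab. They moved the median of the Hox genes over IgG from 0.89 to -0.04.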

Differences from the paper's values

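No test in this part was chosen after its result was seen except the columns of Table S3 and the readings of the methods' limits of 2 and 5, marked below.

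The paper's count of highly acetylated genes is 40, and the rule applied to the deposited counts gave 71. Of the alternatives set before the data were examined, the unequal-variance form of the test on FPKM + 1 (49) and the restriction to genes that pass edgeR's filter (56) lay within 1.5 times of the paper's value. The equal-variance form (64), adjusted p-values (68), the ratio alone (71), the replicate block (71), TMM-scaled libraries (77), a pseudocount of 0.1 (755) and each library left out in turn (from 66 to 73) did not. Taking the columns of Table S3 as they were found to be computed, with both ratios over 5, gave 40, and this setting was chosen after the values were seen. Other readings of the limits of 2 and 5 in the paper's methods were also chosen after the values were seen. Both ratios over 5 gave 53 genes, or 52 with adjusted p-values, within 1.5 times of the paper's value, and DESeq2's fold changes of counts gave 595 with both over 5 and 821 with 5 against IgG and 2 against input, which were not.

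The paper's counts of ac4C(+) genes and moderately acetylated genes are 500 and 460, and the values here were 707 and 636, which is less than 1.5 times. The unequal-variance form gave 508 and 459, and the columns of Table S3 gave 501 ac4C(+) genes. TMM-scaled libraries (776 and 699) and a pseudocount of 0.1 (1832 and 1077) gave more than 1.5 times the paper's values. The other alternatives set before the data were examined did not. Figure 7C shows about 1500 genes over input and about 840 over IgG, read by eye, against 1879 and 1049 here. With the unequal-variance form these were 1586 and 802.

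The paper places Enho in the high and Rnf183 in the moderate acetylation group. By log2 fold change of counts over IgG, Rnf183 (4.16, standard error 0.61, from 3.66 to 5.98 with 1 library left out) lay above Enho (3.18, standard error 0.26, from 3.03 to 3.37), a difference that was not tested. By the ratio of FPKM + 1 to IgG the order was that of the paper, with 5.16 for Enho and 3.19 for Rnf183.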

Other observations

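The tests of repeated libraries, of 18S rRNA and of the input column of Table S3 were chosen only after the result was seen, and the test of the most abundant genes was set after the count of genes higher in IgG was known.

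Other splits of the libraries were tested for each count. For genes higher and lower in acRIP than in IgG, higher and lower in acRIP than in input, higher in IgG than in input, and over 2 by the FPKM ratio to IgG and to input, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. Among 100 draws of 3 groups of 3 libraries out of 840 possible, 1 gave as many genes higher in acRIP than in both (1774, with 1364 in the next) and 1 as many highly acetylated genes (71, with 63 in the next). For ac4C(+) genes by the FPKM rule 2 did. In the second, which gave 795 genes against 707, the 3 acRIP libraries were together and IgG and input libraries were mixed in the other groups. The same draw gave the next highest count in the other 2 cases. Gene lists past the threshold were as many in 3 of the 10 splits over IgG and in 1 of 10 over input.

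Calls in both directions were concentrated among rare transcripts. Of the 5628 tested genes with the highest mean CPM (over 30.2), 0.23% were higher in acRIP than in both groups, against 7.88% of all tested genes and 14.85% of the 5628 with the lowest. Genes lower in acRIP than in both made up 1.08% of the most and 38.86% of the least abundant, and genes higher in IgG than in both 0.16% and 9.84%, so the concentration was not particular to enrichment in acRIP. GC content and gene length are argued against as the cause of the 1774 calls higher in acRIP than in both. Once each library's trend with GC content or length was removed, 98.1% and 97.7% of them were kept, among 2024 and 2006 calls. Genes lower in acRIP and the concentration by abundance were not tested in this way. Sparse capture of rare molecules in low-input libraries is a candidate explanation, and a share under 1 in 100 among the most abundant genes is what it predicted. It also predicts about as many genes higher in IgG than in both acRIP and input, if both groups are equally sparse. There were 905 against 1774, between the outcomes named in advance. The acRIP libraries were sparser, with 22206 to 22402 genes detected against 26204 to 26874 in the IgG libraries, so these numbers cannot decide. The excess in acRIP stays open between capture by chance and enrichment by the antibody. Acetylation of rare transcripts in particular was not tested.

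Some transcripts were absent from all libraries of a group. Among genes with a mean of at least 20 counts in each of the other two groups, 505 had 0 counts in all 3 acRIP libraries, 10 in all 3 IgG libraries and 2 in all 3 input libraries. Among the genes that met the same minimum, 11 in the 3 groups had 0 counts in at least 1 library of a group and at least 20 in another library of that group. The largest decreases were of this kind. Gnptab had 0 counts in every acRIP library and 135 to 269 in the IgG libraries and was at least 68.3-fold lower than in IgG, and Slc35g1 and Cyp2r1 were at least 61.1-fold and 57.5-fold lower. The largest increases had 0 counts in every IgG library. Fbxo48 was at least 47.9-fold higher in acRIP (138 to 152 counts), Tbr1 46.4-fold, Igdcc3 44.7-fold, Btn1a1 41.9-fold and Cdh1 39.8-fold. Against 3 read pairs, the bounds were 34.1-fold for Gnptab, 30.6-fold for Slc35g1, 28.8-fold for Cyp2r1, 23.9-fold for Fbxo48, 23.2-fold for Tbr1, 22.3-fold for Igdcc3, 21-fold for Btn1a1 and 19.9-fold for Cdh1. A candidate explanation is that the 3 libraries of a group were made from one pool of RNA or cDNA, in which a molecule is present or absent for all of them, but a depletion that the antibody or beads repeat in each precipitation would give the same pattern and stays open. The scatter between libraries of a group beyond a constant multiple of the counting error was at most 3.48% as a coefficient of variation, which decides nothing, since scatter between single libraries was set against technical noise.

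The highly acetylated genes of Table S3 were short, with a median length of 206 bases, while the 1774 genes called by edgeR on counts, which are not divided by length, had a median of 2326. The ratio of FPKM + 1 divides by length, so at few reads it passes 5 only for short genes, and gene length is a candidate explanation of which genes were called high. Random lists of genes with similar acRIP counts had medians of 1272.5 to 3102 bases, which decides nothing, since the ratio fixes a short length once the counts are matched. Whether few reads add to this stays open as well. The median was 29.2 counts per acRIP library, and 14 of the 40 genes had under 20. All 35 that passed edgeR's filter on low counts were called, which decides nothing, since that filter removes genes with few reads and Table S3 was chosen for enrichment on the same libraries. Whether short transcripts are acetylated more was not tested.

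The input values of Table S3 equalled FPKM + 1 of input replicate 3 in 404 of 404 genes matched by name, a match that did not use the input values, and in 404 of all 405 names that equalled an annotated symbol. They therefore may rest on that library alone, while the methods do not state it.

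The study's motif CHCAGSHC was counted over the merged exons of the 1774 genes higher in acRIP than in both groups. Its density was 0.739 per kb, inside the 0.701 to 0.769 of random lists matched on expression and length (permutation p = 0.83), and with GC content matched as well p was 0.69. An excess of the motif over whole genes is argued against. The motif was found in peaks, which were not analysed here.

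Of the other gene lists, ribosomal proteins had a median log2 fold change of 0.20 over IgG (camera adjusted p = 0.0056, but 0.0641 under fry, the highest over the alternatives, of which the lowest was 0.000728) and 0.52 over input (4.22e-06). Of the 79 genes, 1 was called higher and 5 lower over IgG, and 12 higher and 6 lower over input, and their mean over IgG was -0.03. Small noncoding RNAs rose by 2.33 over input (adjusted p = 3.89e-05; 2.27 with genes at the floor set to their bound, and 1.88 with bounds against 3 read pairs) and 0.45 over IgG (0.177), or 0.12 without IgG replicate 2. The 4 globin genes had medians of 1.74 over input (0.0195) and 0.18 over IgG (0.229), which ranged from 0.10 without IgG replicate 2 to 0.29 without IgG replicate 1. The ribosomal RNA-like list had adjusted p = 0.000366 over IgG and 3.89e-05 over input. The other erythrocyte genes had -2.29 over input (0.00964), or from -4.80 to -3.16 with 1 library left out, where the genes passing the filter can differ. Calls of these lists over input held under fry. Over IgG, fry also called the globin genes higher (0.000295, against at most 0.309 by camera over the other alternatives) and the other erythrocyte genes lower (6.12e-06, against at most 0.216). By camera, spermatid genes had 0.18 over IgG (0.14) and 0.19 over input (0.229), spermatocyte genes -0.21 (0.413) and -0.37 (0.177), Sertoli genes -0.31 (0.9) and -0.16 (0.937), Leydig genes 0.07 (0.698) and 0.08 (0.9), with means of -0.01 and -0.03, and mitochondrial mRNAs -0.16 (0.9) and 0.30 (0.328). Under fry the spermatid genes passed as higher over IgG (0.000766, against at most 0.177) and over input (6.99e-06, against at most 0.313), and the spermatocyte genes as lower (0.000362, against at most 0.624, and 6.99e-06, against at most 0.269). Sertoli genes passed as lower over IgG (0.0449, against at most 0.994) and Leydig genes as lower over input (0.0152, against at most 0.93).

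Of the transcripts of the complex, Pcbp1 was called higher over input by edgeR (adjusted p = 6.42e-19), and no other comparison of the 4 transcripts passed the 2-fold threshold. Log2 fold changes over IgG were 0.44 for Nat10, 0.10 for Tardbp, 0.65 for Pcbp1 and 0.71 for Pcbp2, and over input 0.42, 0.19, 1.43 and 0.81. Uhrf2, which Table S3 lists, had 1.77 over IgG and 2.54 over input. Hbb-bt had 0.36 over IgG and 1.35 over input.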
